# Transcriptional Alterations of Mouse Trigeminal Ganglion Neurons Following Orofacial Inflammation Revealed by Single-Cell Analysis

**DOI:** 10.3389/fncel.2022.885569

**Published:** 2022-06-02

**Authors:** Qing Liu, Lijia Mai, Shengyan Yang, Shilin Jia, Yanhao Chu, Hongwen He, Wenguo Fan, Fang Huang

**Keywords:** primary sensory neuron, trigeminal ganglion, orofacial pain, transcriptome profiling, single-cell RNA-sequencing, complete Freund’s adjuvant

## Abstract

Orofacial inflammation leads to transcriptional alterations in trigeminal ganglion (TG) neurons. However, diverse alterations and regulatory mechanisms following orofacial inflammatory pain in different types of TG neurons remain unclear. Here, orofacial inflammation was induced by injection of complete Freund’s adjuvant (CFA) in mice. After 7 days, we performed single-cell RNA-sequencing on TG cells of mice from control and treatment groups. We identified primary sensory neurons, Schwann cells, satellite glial cells, oligodendrocyte-like cells, immune cells, fibroblasts, and endothelial cells in TG tissue. After principal component analysis and hierarchical clustering, we identified six TG neuronal subpopulations: peptidergic nociceptors (PEP1 and PEP2), non-peptidergic nociceptors (NP1 and NP2), C-fiber low-threshold mechanoreceptors (cLTMR) and myelinated neurons (*Nefh*-positive neurons, NF) based on annotated marker gene expression. We also performed differential gene expression analysis among TG neuronal subtypes, identifying several differential genes involved in the inflammatory response, neuronal excitability, neuroprotection, and metabolic processes. Notably, we identified several potential novel targets associated with pain modulation, including *Arl6ip1*, *Gsk3b*, *Scn7a*, and *Zbtb20* in PEP1, *Rgs7bp* in PEP2, and *Bhlha9* in cLTMR. The established protein–protein interaction network identified some hub genes, implying their critical involvement in regulating orofacial inflammatory pain. Our study revealed the heterogeneity of TG neurons and their diverse neuronal transcriptomic responses to orofacial inflammation, providing a basis for the development of therapeutic strategies for orofacial inflammatory pain.

## Introduction

Sensory neurons located in the trigeminal ganglion (TG) and dorsal root ganglion (DRG) detect and relay mechanical, thermal, and chemical stimuli from the head region and the rest of the body, respectively (Woolf and Ma, 2007; Dubin and Patapoutian, 2010). Neurons are generally classified based on their anatomical, genetic, physiological, and biochemical characteristics (Basbaum et al., 2009; Li et al., 2016). Furthermore, certain neurons are crucial for mediating different sensory modalities, such as touch, temperature, proprioception, and nociception (Chiu et al., 2014; Madden et al., 2020). Nevertheless, the functions and mechanisms of different sensory neurons in various pathological conditions remain largely undetermined.

Orofacial pain is a highly debilitating pain condition that is considered a serious public health problem (Banigo et al., 2018). Alterations in plasticity of primary sensory neurons contribute to the pathogenesis of pain (Woolf and Salter, 2000). Changes in a multitude of genes within TG neurons have been observed in orofacial pain models (Aczel et al., 2018, 2020). Previous transcriptomic studies on orofacial pain have analyzed RNA isolated from bulk TG tissue, which is a mixture of neuronal and non-neuronal cells (Chung et al., 2016; Aczel et al., 2018). However, bulk TG tissue analysis cannot distinguish the various cell types in which these alterations occur and whether these alterations are similar or distinct among different neuronal subtypes. Identifying the detailed transcriptional alterations of different TG neuronal types may reveal potential new targets for pain control.

Single-cell RNA-sequencing (scRNA-seq) is the leading technique used to characterize the transcriptomic profiles of individual cells in heterogeneous samples (Poulin et al., 2016). Migraine-associated gene expression in TG has been studied in detail using scRNA-seq (Vgontzas and Renthal, 2020). However, the overall transcriptomic profiles within TG neuronal subtypes following orofacial inflammation are yet to be characterized at the single-cell level.

In this study, we optimized complete Freund’s adjuvant (CFA) to establish an orofacial inflammatory pain model. After scRNA-seq analysis, we explored the classification of primary sensory neurons in TG, and further bioinformatic analysis elucidated the transcriptomes of distinct neuronal subpopulations upon orofacial inflammatory pain. We unbiasedly classified six subpopulations of TG sensory neurons based on transcriptional patterns and further analysis revealed several differentially expressed genes (DEGs) that were likely to functionally related to pain modulation, such as *Arl6ip1*, *Gsk3b*, *Scn7a*, and *Zbtb20* in peptidergic nociceptor 1 (PEP1), *Rgs7bp* in PEP2, and *Bhlha9* in C-fiber low-threshold mechanoreceptors (cLTMR), supporting the development of novel therapeutics for orofacial inflammatory pain.

## Materials and Methods

### Animals

Adult male C57BL/6 mice (5–8 weeks, 20–25 g) were obtained from the Animal Care Committee for the Care and Use of Laboratory Animals of Sun Yat-sen University (Guangzhou, Guangdong Province, China), and housed under a 12-h light-dark cycle. Food and water could be accessed *ad libitum*. All experimental protocols were approved by the Ethics Committee of the Sun Yat-sen University in China (No. SYSU-IACUC-2020-000245). Twelve animals were divided into control and experimental groups (*n* = 6 each). Orofacial inflammation in mice was induced by injecting of 20 μL CFA (Sigma-Aldrich, St. Louis, MO, United States; 1:1 in 0.9% sterile saline) into the right vibrissal pad. The right TG tissue and spinal trigeminal nucleus (STN) tissues were extracted 7 days after CFA injection. The control group received the same experimental treatment, but CFA was substituted for saline.

### Orofacial Pain Sensitivity Tested With Von Frey Filaments

The mechanical pain thresholds of the mouse whisker pad were measured by von Frey filaments (Touch Test Sensory Evaluators, North Coast Medical, Morgan Hill, CA, United States) in the daytime before and after CFA injection every day. Before experiments, mice were acclimated in the insulating cotton gloves several times until they were calm. The von Frey filaments with increased forces were pressed vertically on mouse right whisker pad surface for about 5 s and each fiber was tested five times at intervals of few minutes. The lowest force of the filaments that produced withdrawal responses (face stroking with the forepaw or head shaking) at least three times was considered as the mechanonociceptive threshold.

### Immunofluorescent Staining

After deeply anesthetized with 1% pentobarbital sodium (50 mg/kg), the mice were perfused transcardially with PBS followed by 4% paraformaldehyde. The right STN tissues were extracted and further fixed using 4% paraformaldehyde at 4°C for 12 h. Then the tissues were cryoprotected with 30% sucrose and embedded in OCT compound. The STN slices (30 μm) were permeabilized with 0.1% Triton X-100 (Sigma-Aldrich, St. Louis, MO, United States) and blocked with 5% bovine serum albumin (BSA, BioFroxx, Germany) for 1 h at room temperature. The sections were incubated for 24 h at 4°C with rabbit anti-c-Fos antibody (1:500, No. 2250, Cell Signaling Technology, Danvers, MA, United States). After washing with PBS three times for 15 min, the slices were incubated with secondary DyLight^®^ 594 donkey anti-rabbit IgG (1:400, EarthOx, Burlingame, CA, United States) for 1 h at room temperature. Images were captured using LSM780 laser confocal scanning microscope (Zeiss, Oberkochen, Germany). The mean fluorescence intensity was calculated using ImageJ software for quantitative analysis of the expression level of c-Fos in STN neurons.

### Single-Cell Suspension Preparation

Mice were anesthetized with 4% isoflurane inhalation and sacrificed by decapitation, and the right TG tissues were extracted 7 days after CFA or saline injection. The TGs were dissociated using the papain dissociation system (Worthington, Lakewood, NJ, United States), according to the manufacturer’s instructions. The right TG tissues were immediately extracted and placed in a pre-cooled papain solution. The tissues were slightly minced, or cut into small pieces, and incubated in the solution at 37°C with constant agitation for 30 to 90 min. The mixture was centrifuged at 300 × *g* for 5 min at room temperature, and the cell pellet was resuspended in DNase dilute albumin-ovomucoid inhibitor solution to stop digestion. The cell density gradient separation solution was prepared by adding 5 ml papain inhibitor to a centrifuge tube and carefully overlaying a layer of the resuspended cell mixture on top of it. Then, the solution was centrifuged at 70 × *g* for 6 min at room temperature, and the cell pellet was resuspended in complete medium to obtain single-cell suspension.

### Single-Cell RNA-Sequencing

The obtained single-cell suspensions were further processed with the BD Rhapsody Single-Cell Analysis System (BD, United States), according to the manufacturer’s protocols, to generate cDNA libraries. Libraries were sequenced utilizing the Illumina NovaSeq platform. Sequence data were submitted to the GEO database (GSE186421). The TG neuronal clusters and their transcriptional profiles were identified and analyzed in both groups.

### Unsupervised Cell Clustering and Uniform Manifold Approximation and Projection (UMAP) Visualization

Unsupervised cell clustering was performed using the Seurat package (version 3.1.2) implemented in R. We filtered out genes expressed in less than two cells, and further excluded cells with expression of <150 genes and >25% mitochondrial genes. Seurat arithmetic was used to calculate the coefficient of variation (CV) for each gene. Principal component analysis (PCA) was performed to reduce the dimensionality of all the data. A k-nearest neighbor graph was constructed based on Euclidean distances in the PCA space. The Louvain modularity optimization algorithm and UMAP visualization were applied to the cell cluster and visualization, respectively.

### Marker Gene Detection and Cell Type Annotation

The Seurat Find Markers function was used to identify the marker genes of each cluster through filtration with log_2_ fold-change (FC) >3, pct >0.5 and *P* < 0.001. The various single-cell datasets were annotated based on previous studies and annotation tool SingleR.

### Bioinformatics Analysis

Differential gene expression analysis was performed to identify DEGs between the control and experimental groups (*P* < 0.05, log_2_|FC∣ ≥ 0.2). Gene Ontology (GO) term enrichment analysis was performed on the identified DEGs for gene annotation and functional enrichment analysis, using clusterProfiler (version 4.2.2)^1^. The GO terms with *P* < 0.05 were identified as significantly enriched for the obtained DEGs. The protein–protein interaction (PPI) network of the proteins encoded by the identified DEGs was constructed using STRING online software^2^ (Szklarczyk et al., 2021), and *P* < 0.05 was considered statistically significant.

### Statistical Analysis

Data are presented as the mean ± standard deviation (SD). The results of mouse mechanical pain thresholds were evaluated by repeated measures ANOVA, while the results of c-Fos expression level were evaluated by unpaired *t*-test. Significance was set at *P* < 0.05, and statistical tests were performed using GraphPad Prism 8. The statistical analyses of marker gene detection and differential gene expression were performed by Wilcoxon Rank Sum test. And statistical significance for marker gene detection analysis was set at *P* < 0.001, while significance for differential gene expression analysis was set at *P* < 0.05. The result of GO term enrichment analysis was calculated by hypergeometric distribution, and *P* < 0.05 was defined to be statistically significant.

## Results

### Orofacial Inflammatory Pain Induced by Complete Freund’s Adjuvant Injection

We performed the Von Frey test to examine the mechanical thresholds in response to mechanical stimuli in mice from both normal and experimental groups. The orofacial mechanical thresholds of CFA-induced mice were significantly decreased compared with the saline-administrated group starting from 1 day after CFA injection. Orofacial mechanical allodynia reached its peak on the third days after CFA injection (*P* < 0.0001), as the threshold alteration was lower by 7 days (*P* < 0.01) (Figure 1A). Immunofluorescent staining was performed to analyze c-Fos expression, a validated marker of neuronal activity, in the STN. Compared with normal group, the expression level of c-Fos protein in experimental group was significantly increased at 7 days after CFA injection (*P* < 0.001) (Figure 1B).

**FIGURE 1:**
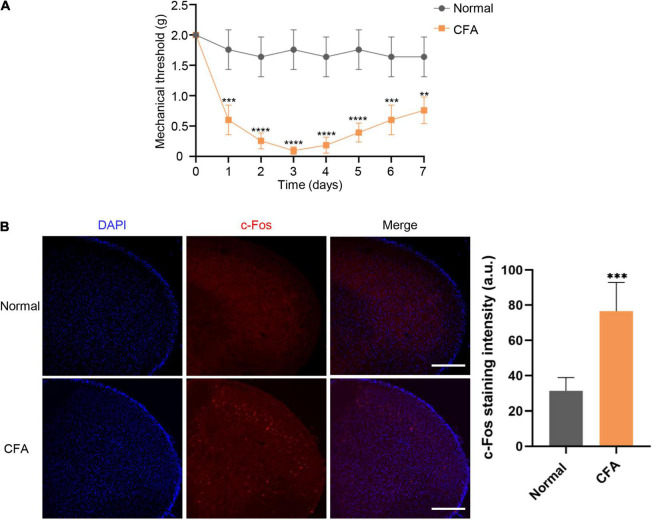
Mechanical thresholds and c-Fos expression in STN following CFA injection. **(A)** Changes in mechanical thresholds of mice before and 7 days after CFA injection. Mean ± SD, *n* = 6, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data were analyzed by repeated measures ANOVA. **(B)** The c-Fos expression alteration in STN under normal and orofacial inflammatory pain conditions. Compared with normal group, the expression level of c-Fos protein in experimental group was significantly increased at 7 days after CFA injection. The blue fluorescence represents DAPI while red fluorescence represents c-Fos. Data were analyzed by unpaired *t*-test. ***P < 0.001, Scale bar = 300 μm. STN, spinal trigeminal nucleus; CFA, complete Freund’s adjuvant.

### Profiling Cell Types in Mouse Trigeminal Ganglion by Single-Cell RNA-Sequencing

To determine the transcriptional profiles of TG neurons in adult mice under orofacial inflammatory pain conditions, we performed BD Rhapsody scRNA-seq on disassociated TG cells 7 days after saline or CFA injection (Figure 2A). 

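Right trigeminal ganglia (TGs) of male C57BL/6 mice were taken 7 days after an injection into the vibrissal pad. The paper describes 20 μL of saline for the control group and 20 μL of CFA diluted in saline for the CFA group, with 6 mice per group. The labels of the deposited samples call the control untreated, and the paper's description is used here. How many mice contributed to a library is not given in the text. One BD Rhapsody library was deposited per condition, so the difference between the conditions has no replicate check, and no p-value or count of changed genes was computed. The authors deposited whole-number counts of unique molecular identifiers (UMIs) per gene and cell, without normalization, for the cells called by the BD pipeline. The control file holds 7298 cells with 48916096 UMIs, and the CFA file holds 4080 cells with 22096268 UMIs. Cells were filtered as in the methods (at least 150 genes and at most 25% mitochondrial counts), and all remaining cells were clustered with Seurat's log-normalization, 2000 variable genes, 20 principal components and Louvain clustering. The number of components and the resolution were chosen here. Cell type markers, gene lists, the named genes and the alternatives were fixed before the data were examined, unless stated otherwise. Feature genes of Figs. 2D and 3 and the genes named as changed by CFA were left out of clustering and naming. UMIs were then summed over all cells of a class within each library and given as CPM, the counts of a gene scaled to the same total in every class and library. In parentheses after a CPM value, a share or a ratio stands its exact 95% interval (Poisson for CPM, Clopper-Pearson for shares and, conditionally on the sum of both counts, for ratios), which covers counting error only. Differences between the libraries are given as the log2 ratio of CFA CPM over control CPM. Gene positions are from a match of the symbols to GENCODE M21 (GRCm38), while the build used by the authors is not stated in the text.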

We detected 10,187 cells after excluding low-quality cells. 

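With the filters of the methods, 6695 of the 7298 control cells and 3661 of the 4080 CFA cells were kept, 10356 in total. The median depth of the kept cells was 1448 UMIs in the control library and 1192 UMIs in the CFA library. Raising the minimum to 300 genes and lowering the mitochondrial limit to 10% moved these numbers most, to 5226 control cells and 2982 CFA cells. Doublets were kept, since the methods name no removal.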

On average, each single-cell library detected at least 18,524 reads per cell, revealing at least 1,378 genes per cell. This depth either matches or exceeds that of similar studies (Renthal et al., 2020; Avraham et al., 2021). 

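In the deposited files the mean number of genes per cell was 1544 in the control library and 1378 in the CFA library, and the medians were 808.5 and 694 genes. Mean depth was 6703 UMIs per control cell and 5416 UMIs per CFA cell. The files hold UMIs and not reads, so reads per cell were not recomputed.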

For homogeneously analysis, we randomly subsampled 3,000 cells per library, 6,000 cells in total (716 neurons included) and further analyzed their transcriptomes (Supplementary Table 1).

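The random draw of the authors cannot be repeated, so all cells that passed the filters were used, with 809 neurons in the control library and 416 in the CFA library. In a seeded draw of 3000 cells from each library, clustered anew, 393 control cells and 352 CFA cells were neurons, 745 in total. The median depth of a neuron was 44109 UMIs in the control library and 36676 UMIs in the CFA library.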

**FIGURE 2:**
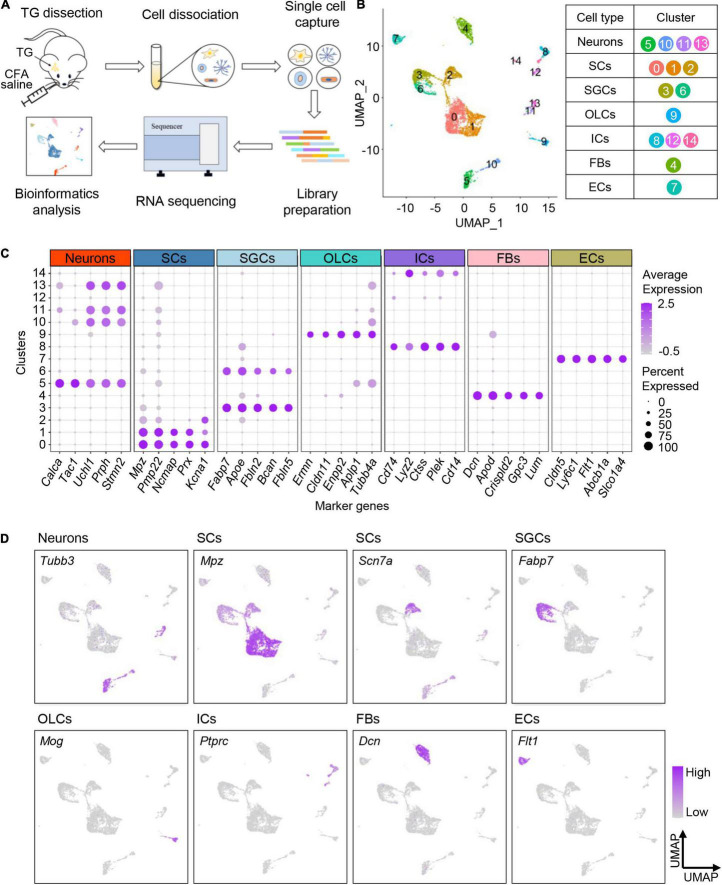
Profiling cell types in mouse TG by scRNA-seq. **(A)** Schematic diagram of experimental design. TGs are dissociated 7 days after CFA/saline injection, and the obtained cell suspensions are further processed with BD Rhapsody scRNA-seq. **(B)** UMAP plot of all cells in TGs obtained from normal and experimental groups. The identified 15 clusters are colored and annotated based on known marker genes from previous studies. **(C)** Dot plot of the top five marker genes for each cell type. Dot color intensity represents the average expression level, and dot size represents the percent of cells expressing the gene. **(D)** UMAP plots of expression pattern of marker genes that best identify each cell type. Marker genes: *Tubb3* (neurons), *Mpz* (myelinating Schwann cells), *Scn7a* (non-myelinating Schwann cells), *Fabp7* (satellite glial cells), *Mog* (oligodendrocyte-like cells), *Ptprc* (immune cells), *Dcn* (fibroblasts), and *Flt1* (endothelial cells). The color intensity represents the expression level. scRNA-seq, single-cell RNA-sequencing; TG, trigeminal ganglion; CFA, complete Freund’s adjuvant; UMAP, uniform manifold approximation and projection; SCs, Schwann cells; SGCs, satellite glial cells; OLCs, oligodendrocyte-like cells; ICs, immune cells; FBs, fibroblasts; ECs, endothelial cells.

To profile cell types residing in TG tissues, TG cells (both normal and experimental groups) were unbiasedly clustered into 15 clusters according to their gene expression patterns, which were visualized with the uniform manifold approximation and projection (UMAP) method (Figure 2B). The identified 15 cell clusters were further annotated using known marker genes from previous studies (Renthal et al., 2020) and annotation tool SingleR (Figure 2B). The cells identified included primary sensory neurons, Schwann cells (SCs), satellite glial cells (SGCs), oligodendrocyte-like cells (OLCs), immune cells (ICs), fibroblasts (FBs), and endothelial cells (ECs) (Figure 2B, Supplementary Figure 1A, and Supplementary Table 2). 

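Clustering of all kept cells gave 23 clusters, and 2 of them stayed unnamed. Cells of the 7 types numbered 6279 in the control library and 3419 in the CFA library. Among them, Schwann cells made up 45.3% (44.0% to 46.5%) of control cells and 45.6% (44.0% to 47.3%) of CFA cells. SGCs made up 19.3% (18.3% to 20.3%) and 14.1% (12.9% to 15.3%), respectively. Of the control cells, 12.9% (12.1% to 13.7%) were neurons, 9.40% (8.69% to 10.2%) FBs, 6.75% (6.14% to 7.40%) ICs, 4.67% (4.16% to 5.22%) ECs and 1.74% (1.43% to 2.09%) OLCs. In the CFA library the shares were 12.2% (11.1% to 13.3%) for neurons, 11.8% (10.7% to 12.9%) for FBs, 7.31% (6.46% to 8.24%) for ICs, 4.77% (4.08% to 5.54%) for ECs and 4.27% (3.62% to 5.00%) for OLCs. The share of neurons moved most without the mitochondrial limit, to 17.4% of control and 15.8% of CFA cells. One SGC cluster, led by interferon-induced genes such as Cxcl10 and Gbp2, held 222 control cells and 2 CFA cells, and one FB cluster held 6 control and 37 CFA cells, so each lies almost wholly in one library. Outside the 7 types were mural cells (68 control and 23 CFA), erythrocytes (53 and 98) and 2 unnamed clusters with 282 and 103 cells and with 13 and 18 cells.

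**Figure D1:**
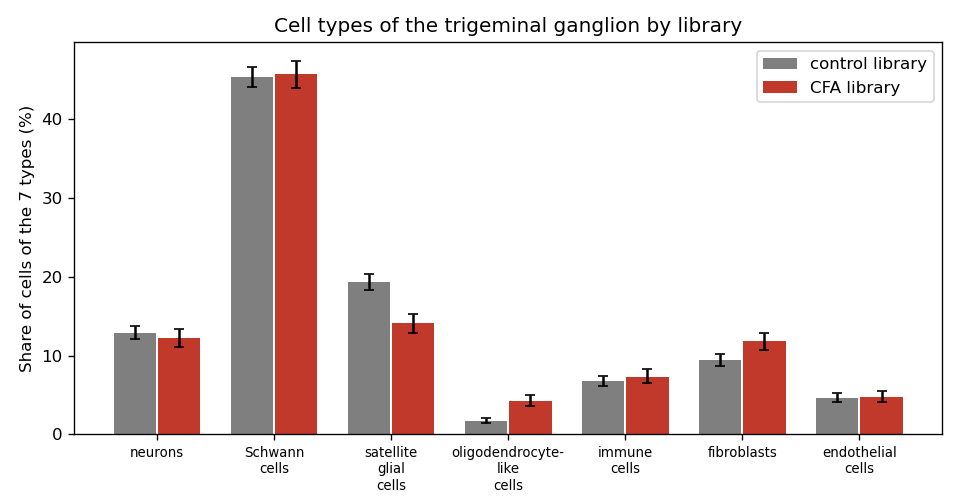
Shares of the 7 cell types among the cells of these types (vertical axis, percent) in the control library (gray) and the CFA library (red), with exact 95% binomial intervals as error bars. Schwann cells are the tallest pair of bars, and the SGC bar is lower in the CFA library.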

The expression patterns of top five marker genes and feature genes for each cell type were shown in Figures 2C,D, respectively.

Consistent with previous evidence, neurons specifically expressed *Tubb3*, which encodes beta tubulin and is involved in nervous system formation and maintenance (Latremoliere et al., 2018; Figure 2D). 

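Tubb3 (chromosome 8 from 123411424 to 123422015) reached 1996 CPM (1982 to 2010) in neurons of the control library and 1976 CPM (1954 to 1997) in those of the CFA library, and neurons held 98.87% and 99.04% of its counts in the 7 types. The next highest type had 124 CPM in the control library (non-myelinating Schwann cells) and 198 CPM in the CFA library (OLCs).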

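Of all kept cells, 31.0% (29.9% to 32.1%) in the control library and 36.0% (34.4% to 37.5%) in the CFA library were myelinating Schwann cells, and 11.5% (10.7% to 12.2%) and 6.67% (5.88% to 7.52%) were non-myelinating ones. Interferon-induced genes (Gbp2 and Irgm1) were among the 10 leading genes of the non-myelinating cluster.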

We observed three clusters of glial cells in TG, including Schwann cells, satellite glial cells and a few oligodendrocyte-like cells. Consistent with previous findings (Renthal et al., 2020), myelinating and non-myelinating Schwann cells were characterized by the expression of *Mpz* and *Scn7a*, respectively (Figure 2D). 

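Scn7a was highest in non-myelinating Schwann cells, with 2200 CPM (2103 to 2300) in the control library and 3898 CPM (3649 to 4160) in the CFA library. Neurons came second, at 264 and 371 CPM. Non-myelinating Schwann cells held 14.9% of the Scn7a counts of the 7 types in the control library and 12.0% in the CFA library.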

Satellite glial cells that surround the TG neurons were found to specifically express *Fabp7* (Li et al., 2016; Figure 2D). Additionally, oligodendrocyte-like cells highly expressed *Mog*, similar to central oligodendrocytes, but the detailed cellular characteristics require further exploration. 

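Fabp7 counts in SGCs amounted to 7627 CPM (7520 to 7734) in the control library and 5451 CPM (5300 to 5604) in the CFA library. The next highest type was non-myelinating Schwann cells, with 940 and 478 CPM. SGCs held 90.4% and 92.8% of the Fabp7 counts of the 7 types, respectively.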

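In OLCs (109 control and 146 CFA cells), Mog reached 1574 CPM (1465 to 1689) and 1233 CPM (1154 to 1316). The next highest type had 2.28 CPM in the control library and 4.01 CPM in the CFA library.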

Besides, we also identified immune cells expressing *Ptprc*, fibroblasts expressing *Dcn*, and endothelial cells expressing *Flt1*.

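Ptprc was highest in ICs, with 704 CPM (651 to 760) in the control and 734 CPM (655 to 819) in the CFA library. Dcn was highest in FBs, with 41155 and 28764 CPM, and Flt1 in ECs, with 2971 CPM (2823 to 3125) and 3798 CPM (3575 to 4032). The named type held between 92.7% (Dcn, control library) and 97.2% (Flt1, CFA library) of the counts of these genes in the 7 types.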

### Classifying the Trigeminal Ganglion Neuronal Subtypes by Single-Cell RNA-Sequencing

Traditionally, TG neurons are classified according to their anatomical, genetic, physiological, and biochemical characteristics, however, cellular heterogeneity of TG neurons are ignored due to the technical difficulties. Recent advances in scRNA-seq provide us opportunities to explore the intrinsic heterogeneity of sensory neurons, herein, to explore the intrinsic heterogeneity of sensory neurons, we performed further cluster analysis of TG neurons.

As shown in Figure 3A, TG neurons were unbiasedly clustered into six categories (Neuron 1–6). 

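The 809 control and 416 CFA neurons were clustered again, which gave 16 clusters, and 14 of these were named as one of the 6 subtypes. The markers for this are from Supplementary Table 3, chosen by the authors on these same libraries, so the names are not independent of the paper. PEP1 had 351 control and 196 CFA neurons, 43.4% (39.9% to 46.9%) and 47.1% (42.2% to 52.0%) of the neurons. PEP2 was the smallest class, with 12 and 11 neurons. NP1 had 177 control and 65 CFA neurons, or 21.9% (19.1% to 24.9%) and 15.6% (12.3% to 19.5%), and NP2 had 53 and 16. NF counted 87 and 55 neurons, and cLTMR 73 and 48. The 2 unnamed clusters held 56 control and 25 CFA neurons. One PEP1 cluster of 18 control and 2 CFA neurons was led by interferon-induced genes such as Gbp4 and Cxcl9. Without the mitochondrial limit PEP1 made up 33.6% of control neurons, the largest move of that share, and with a lower resolution 54.2% of CFA neurons, the largest move there.

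**Figure D2:**
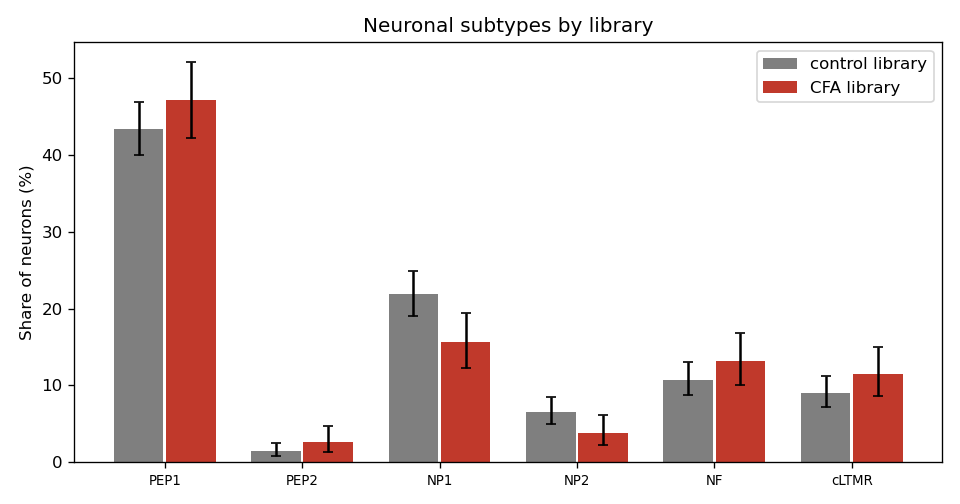
Shares of the neuronal subtypes among neurons (vertical axis, percent) in the control library (gray) and the CFA library (red), with exact 95% binomial intervals. PEP1 is the largest class and PEP2 the smallest in both libraries.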

Based on expression patterns of differentially expressed (*P* < 0.05) marker genes and feature genes in each population (Figures 3B,C), Neuron 1 and Neuron 2 were identified as peptidergic nociceptors (PEP), Neuron 3 and 4 as non-peptidergic nociceptors (NP), Neuron 5 as myelinated neurons (*Nefh*-positive neurons, NF), and Neuron 6 as C-fiber low-threshold mechanoreceptors (cLTMR) (Figure 3D). In detail, we identified that Neuron 1 showed expression of *Tac1* (encoding substance P) and *Calca* (encoding calcitonin gene-related peptide), which was later labeled as PEP1 (Figure 3C and Supplementary Figure 1B), meanwhile, Neuron 2 were specifically expressed *Sst* (encoding somatostatin) and *Nppb* (encoding natriuretic peptide B), which was later labeled as PEP2 (Figure 3C and Supplementary Figure 1B). 

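In the control library, Tac1 reached 7041 CPM (6996 to 7087) and Calca 11638 CPM (11581 to 11696) in PEP1. The CFA library had 5558 CPM of Tac1 and 9379 CPM of Calca. Sst and Nppb were highest in PEP2, with 2396 CPM (2267 to 2529) and 1330 CPM (1235 to 1430) in the control library and 1681 and 1066 CPM in the CFA library. The next highest subtype had 12.2 CPM of Sst (NF) and 2.21 CPM of Nppb (NP2) in the control library. With every cell weighted equally, Calca in PEP1 was 11548 CPM in the control library.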

For NP neurons, we identified Neuron 3 population was defined by expression of the marker *Mrgprd* and *P2rx3* and was labeled as NP1, meanwhile, Neuron 4 population was defined by expression of itch-related gene *Mrgpra3* and was named as NP2 (Figure 3C). 

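Mrgprd was measured at 511 CPM (498 to 524) in control NP1 neurons and 476 CPM (455 to 498) in CFA NP1 neurons, and the next highest subtype, NP2, had 6.35 and 6.64 CPM. P2rx3 was highest in NP1 as well, at 92.4 CPM (86.9 to 98.2) and 79.3 CPM (70.8 to 88.6), followed by PEP2 at 47.8 and 34.7 CPM. Mrgpra3 reached 611 CPM (586 to 637) in control and 645 CPM (594 to 699) in CFA neurons of NP2, which held 98.5% and 98.8% of its counts in the 6 subtypes.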

*Nefh* (encoding neurofilament heavy chain) was assigned as marker gene for NF neurons, meanwhile, *Piezo2* and *Th* as marker genes for cLTMR (Figure 2C and Supplementary Figure 1B). 

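Nefh reached 1269 CPM (1233 to 1306) in NF neurons of the control library and 1203 CPM (1154 to 1253) in those of the CFA library. PEP1 came second with 153 and 165 CPM. Piezo2 was highest in cLTMR, with 735 CPM (709 to 763) and 981 CPM (940 to 1024), ahead of NP1 with 221 and 287 CPM. Th in cLTMR amounted to 181 CPM (168 to 195) in the control library, where NF followed with 118 CPM, and to 377.6 CPM (352 to 404) in the CFA library, where NF had 39.5 CPM.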

Marker genes for each TG neuronal subtypes were summarized in schematic diagram (Figure 3D).

**FIGURE 3:**
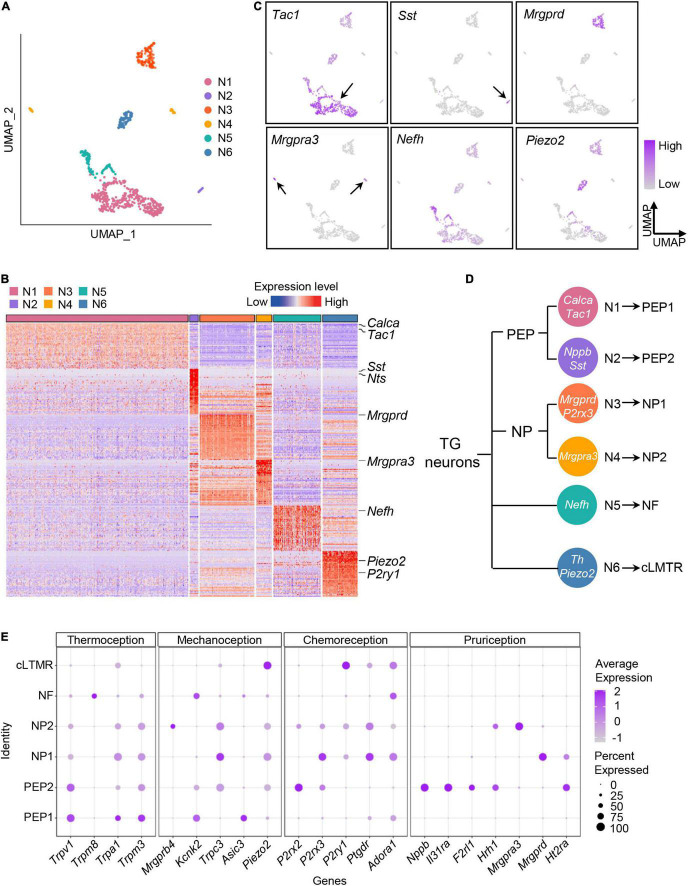
Classifying the TG neuronal subtypes by scRNA-seq. **(A)** UMAP plot of six neuronal subtypes in TGs obtained from normal and experimental groups. **(B)** Heat map of expression of the top 50 significantly enriched genes for each TG neuronal subtype. See Supplementary Table 3 for summary of TG neuronal subgroup expression profile for genes presented in this panel. The differentially expressed (*P* < 0.05) marker genes in each TG neuronal population were ranked by the fold change (maximal likelihood estimate), and the expression levels of the top fifty genes in each population were displayed in a heatmap plot. Red colors indicate higher expression level in the heatmap, while blue colors indicate lower expression level. **(C)** UMAP plots of expression pattern of marker genes that best identify each TG neuronal subtype. Marker genes: *Tac1* (N1), *Sst* (N2), *Mrgprd* (N3), *Mrgpra3* (N4), *Nefh* (N5), *Piezo2* (N6). *Tac1* encodes substance P; *Sst*, somatostatin; *Mrgprd*, MRGPRD; *Mrgpra3*, MRGPRA3; *Nefh*, neurofilament heavy chain; *Piezo2*, Piezo type mechanosensitive ion channel component 2. The color intensity represents the expression level. Arrows were used to indicate the location of gene expression. **(D)** Schematic diagram of classification of the TG neurons. The marker genes of TG neuronal subtypes are indicated in white. **(E)** Dot plot of expression pattern of functional molecules in TG neuronal subtypes. Representative functional molecules have been proven to be involved in thermoception, mechanoception, chemoreception and pruriception (Li et al., 2016). Dot color intensity represents the average expression level, and dot size represents the percent of cells expressing the gene. scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection; TG, trigeminal ganglion; PEP, peptidergic nociceptors; NP, non-peptidergic nociceptors; NF, *Nefh*-positive neurons; cLTMR, C-fiber low-threshold mechanoreceptors.

To explore the potential sensory modalities between distinct TG neuronal subtypes, we performed analysis of functional molecules in neuron populations based on previous reports (Li et al., 2016). We found that PEP1 highly expressed genes related to thermoception and mechanoception. For example, *Trpv1*, detector of high temperatures and pungent chemicals, was highly expressed in PEP1 (Figure 3E). 

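Trpv1 in PEP1 was 578 CPM (565 to 591) in the control library and 495 CPM (478 to 512) in the CFA library. PEP1 held 81.8% and 80.8% of the Trpv1 counts of the 6 subtypes.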

*Trpa1* was mainly expressed in PEP1, which has been reported to be activated by cold and mechanical stimuli (Talavera et al., 2020; Figure 3E). Additionally, the heat-activated ion channel *Trpm3* was also highly present in PEP1 (Figure 3E). 

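Trpa1 reached 642 CPM (628 to 655) in control and 463 CPM (446 to 480) in CFA neurons of PEP1. NP1 was next, with 170 and 162 CPM. Of the Trpa1 counts in the 6 subtypes, PEP1 held 76.6% and 77.7%.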

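PEP1 also had the highest Trpm3 level in both libraries, at 105 CPM (100.0 to 111) in control and 128 CPM (119 to 137) in CFA neurons. The second subtype was NP1 in the control library, with 58.4 CPM, and PEP2 in the CFA library, with 69.4 CPM from 11 neurons.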

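Among genes for mechanoreceptive molecules, Kcnk2 was measured in PEP1 at 112 CPM (106 to 118) in the control library and 136 CPM (127 to 146) in the CFA library. NF neurons had more, at 196 CPM (182 to 211) and 198 CPM (179 to 219). Asic3 was highest in PEP1, with 133 CPM (127 to 139) and 131 CPM (122 to 140), and NF followed with 65.2 and 52.2 CPM.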

The genes encoding mechanoreceptive molecules, such as *Kcnk2* and *Asic3*, were also expressed in PEP1 (Figure 3E). For PEP2, it expressed high levels of *Trpv1* and purinergic receptor gene *P2rx2*. 

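In the 12 control and 11 CFA neurons of PEP2, Trpv1 was 489 CPM (432 to 551) and 425 CPM (372 to 484). It lay below PEP1 in both, with a log2 ratio of PEP2 over PEP1 of -0.24 (-0.42 to -0.065) in the control library and -0.22 (-0.42 to -0.026) in the CFA library. These intervals leave out the variation between the few PEP2 neurons, so the order of the 2 subtypes is not settled. P2rx2 was highest in PEP2, with 173 CPM (140 to 211) and 162 CPM (130 to 200). NP2 followed with 26.8 and 37.6 CPM.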

Notably, PEP2 neurons were more likely to be implicated in itch perception according to the high levels of pruritogen receptors in PEP2. For example, PEP2 neurons contained mRNAs encoding the interleukin 31 receptor A (*Il31ra*) and histamine H1 receptor (*Hrh1*), and therefore could be specific for interleukin 31- and histamine-evoked itch (Datsi et al., 2021; Figure 3E). 

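Il31ra in PEP2 was 524 CPM (465 to 588) in the control and 564 CPM (503 to 631) in the CFA library, and the next subtype had 1.36 CPM (NF) and 2.21 CPM (NP2). Hrh1 was less specific. It was 45.9 CPM (29.7 to 67.8) in PEP2 and 33.4 CPM (27.7 to 39.9) in NP2 of the control library, and 32.9 CPM (19.5 to 51.9) and 33.2 CPM (22.4 to 47.4) in the CFA library. In neither library was the difference between PEP2 and NP2 detectable at this depth, with log2 ratios of 0.46 (-0.22 to 1.09) and -0.014 (-0.94 to 0.88).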

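P2ry1 in NP1 was 22.3 CPM (19.7 to 25.2) in the control library and 16.7 CPM (12.9 to 21.2) in the CFA library. The same gene reached 610 CPM (586 to 635) and 594 CPM (562 to 627) in cLTMR, where 80.7% and 87.6% of its counts in the 6 subtypes lay.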

For NP1, it expressed various functional molecules, such as mechanoreceptive molecule gene *Trpc3*, purinergic receptor genes *P2rx3* and *P2ry1*, and pruritogen receptor *Mrgprd*. 

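Mrgprb4, a related receptor gene of Fig. 3E, had 29.6 CPM (24.2 to 35.7) in control and 33.2 CPM (22.4 to 47.4) in CFA neurons of NP2. Of its counts in the 6 subtypes, NP2 held 99.1% and 96.8%. The class rests on 53 control and 16 CFA neurons in 2 clusters.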

For NP2, it expressed high level of *Mrgpra3* (encoding mas-related G-coupled protein receptor) (Figure 3E), which is involved in perception of itch and pain. For NF, it specifically expressed *Trpm8*, which is associated with thermosensation over a wide range of cold temperatures (Bautista et al., 2007; Figure 3E). 

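Trpm8 was 144 CPM (132 to 156) in NF neurons of the control library and 137 CPM (120 to 154) in those of the CFA library, and NF held 93.5% and 94.5% of its counts in the 6 subtypes. The next highest subtype had 3.67 CPM (PEP2, control library) and 2.18 CPM (PEP1, CFA library). NF was made up of 3 clusters, and 99.9% of its Trpm8 counts over both libraries lay in one of them, which has 95 neurons.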

For cLTMR, it highly expressed mechanically activated ion channel *Piezo2*, which has a role in mechanosensation and nociception (Figure 3E).

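Piezo2 counts were less confined to one subtype than those of Mrgprd or Trpm8: cLTMR held 45.3% of its counts in the 6 subtypes of the control library and 52.7% in those of the CFA library.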

### Transcriptional Responses of Trigeminal Ganglion Neuronal Subtypes to Orofacial Inflammation Revealed by Single-Cell RNA-Sequencing

To explore the transcriptional alterations of TG neurons in response to orofacial inflammation, we performed differential gene expression analysis between normal group and CFA group. A total of 488 DEGs were identified within TG neuronal populations, including 266 upregulated and 222 downregulated genes (*P* < 0.05, log_2_∣FC∣ ≥ 0.2, Supplementary Table 4), which were shown in heatmap (Figure 4A). 

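Counts were summed over 809 control neurons (38585747 UMIs) and 416 CFA neurons (16778558 UMIs). The authors' Wilcoxon test over cells was not repeated, since cells of one library are not replicates. Of the 488 genes listed in Supplementary Table 4, 486 had a log2 ratio in the listed direction. Across these genes, Pearson's r between the log2 ratio and the paper's fold change was 0.88 (Spearman's rho 0.86). Genes are not independent replicates, and both values come from the same libraries. With neurons thinned to 5000 UMIs, r was 0.84. Across genes with at least 200 counts in both, the log2 ratios of neurons correlated with those of every non-neuronal type, with r from 0.38 (ICs) to 0.61 (SGCs). Over cells with at least 2000 UMIs, the r with myelinating Schwann cells was 0.23, against 0.54 over all cells.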

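Cd55 and Plxnc1 were lower in CFA neurons, with log2 ratios of -0.56 (-0.60 to -0.53) and -0.48 (-0.54 to -0.43). With the clusters of neurons given the same weights in both libraries, an alternative chosen after seeing the data, these became -0.18 and -0.14. Mif at -0.29 (-0.35 to -0.23) and Hspa8 at -0.32 (-0.34 to -0.29) were lower too. Arl6ip1 was higher, from 569 to 799 CPM, a log2 ratio of 0.49 (0.46 to 0.52). Scn7a at 0.49 (0.45 to 0.54), Kcnb2 at 0.21 (0.15 to 0.26) and Kcnk3 at 0.85 (0.75 to 0.95) were higher. So were Ngfr at 0.29 (0.24 to 0.33), Map1b at 0.21 (0.19 to 0.23) and Plxna4 at 0.44 (0.35 to 0.53). The ratio of mt-Nd6 was -1.14 (-1.26 to -1.02), while that of mt-Co1 was 0.98 (0.97 to 1.00).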

Differential gene expression analysis revealed several DEGs in TG neurons that were previously reported to regulate inflammatory response (including *Cd55*, *Plxnc1*, and *Mif*), neuronal excitability and plasticity (such as *Arl6ip1*, *Scn7a, Kcnb2*, and *Kcnk3*), neuroregeneration and neuroprotection (such as *Ngfr*, *Map1b*, and *Plxna4*) as well as genes that regulate mitochondrial function, autophagy, and apoptosis (such as *mt-Nd6* and *Hspa8*). However, a large amount of DEGs detected in our date set (Figure 4B), which may play essential roles in neuron activities and regulate inflammatory pain, require further verification. 

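Among genes with at least 500 counts in neurons, the highest log2 ratios were those of Lrrc17 (1.47), Gm10123 (1.46), Chp2 (1.34), Il31ra (1.27) and Gm11598 (1.18). The lowest were those of Iigp1 (-2.88), Gm17494 (-2.42), Gm20721 (-2.20), Gbp2 (-1.99) and Mir703 (-1.85). Ratios over all neurons also depend on the mix of subtypes. Il31ra had 91.1% of its counts in the 6 subtypes of the control library and 93.6% of those in the CFA library in PEP2, where its log2 ratio was 0.11 (-0.13 to 0.34), while PEP2 was 1.48% of control and 2.64% of CFA neurons. Zbtb20 (chromosome 16 from 42875881 to 43642602) had 239 CPM (234 to 244) in control and 337 CPM (329 to 346) in CFA neurons, a log2 ratio of 0.50 (0.45 to 0.55). Camk2d had 282 and 375 CPM, a log2 ratio of 0.41 (0.36 to 0.45). The paper proposes that genes that differ may have a part in neuron activities and inflammatory pain, and states that this still has to be verified.

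**Figure D3:**
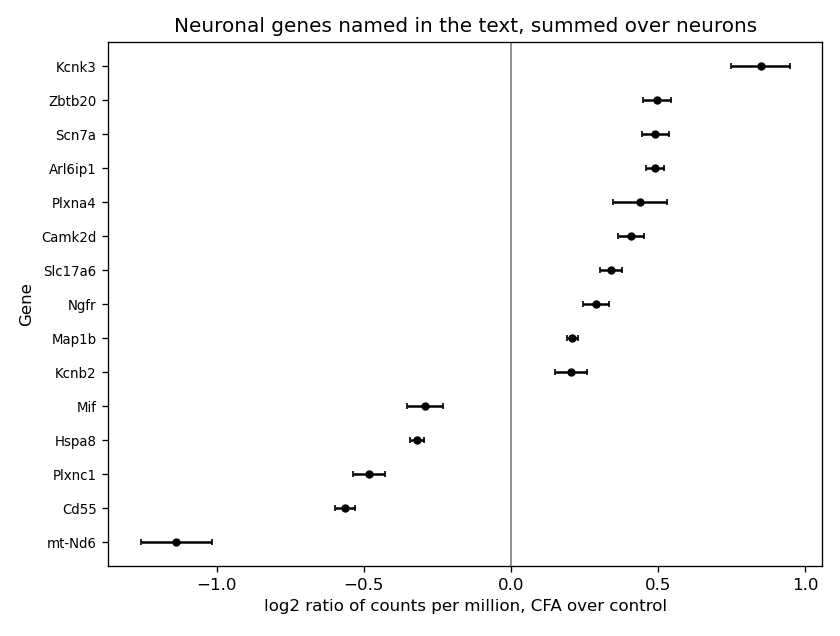
Log2 ratio of CPM in CFA over control neurons (horizontal axis) for 15 genes named in the text (vertical axis), with exact 95% intervals that cover counting error only and 1 library per condition. The ratio of mt-Nd6 lies farthest below 0.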

Correspondingly, GO enrichment analysis of identified DEGs further revealed several enriched biological process (BP) terms (Figure 4A and Supplementary Table 5), including “positive regulation of ion transport,” “regulation of immune effector process,” “response to pain,” and “autophagy,” implying the dynamic changes in neuronal activities and diverse roles of TG neurons in response to orofacial inflammation.

**FIGURE 4:**
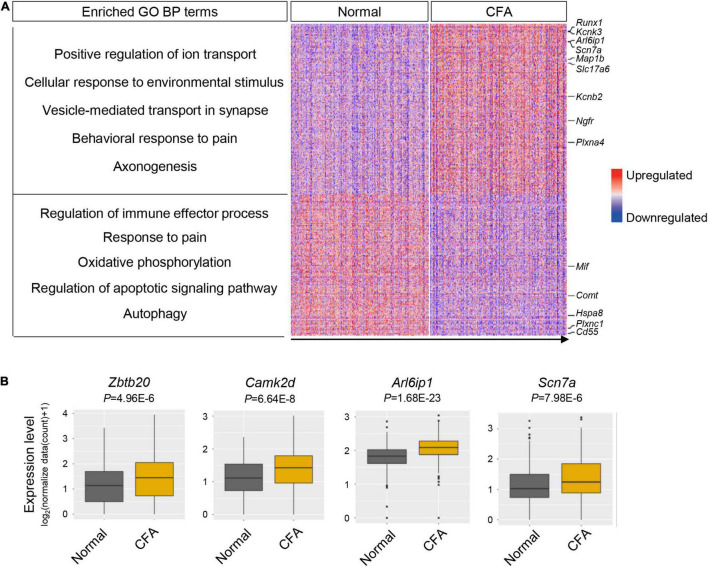
Transcriptional alterations of overall TG neurons in response to orofacial inflammation. **(A)** Heatmap and enriched GO biological process terms of identified DEGs with overall TG neurons upon orofacial inflammatory pain. A total of 488 DEGs were identified, including 266 upregulated and 222 downregulated genes (*P* < 0.05, log_2_| FC| ≥ 0.2, Supplementary Table 4). The identified DEGs were associated with the inflammatory response (such as *Cd55*, *Plxnc1*, and *Mif*), neuronal excitability and plasticity (such as *Arl6ip1*, *Scn7a*, *Kcnb2*, and *Kcnk3*), neuroregeneration and neuroprotection (such as *Ngfr*, *Map1b*, and *Plxna4*), and mitochondrial function and autophagy (such as *mt-Nd6* and *Hspa8*). Red colors indicate upregulated expression level in the heatmap, while blue colors indicate downregulated expression level. **(B)** Boxplots of the expression of *Zbtb20*, *Camk2d, Arl6ip1*, and *Scn7a* in overall TG neurons under normal and orofacial inflammatory pain conditions, which are likely to participate in pain modulation. TG, trigeminal ganglion; DEGs, differentially expressed genes; FC, fold change; CFA, complete Freund’s adjuvant.

It has been proposed that distinct TG neuronal subtypes play specific roles in orofacial pain and show unique transcriptional patterns (Sun and Chen, 2016). In order to investigate heterogeneous responses and assess the functions of each subtype under orofacial inflammatory pain condition, we investigated the transcriptomes of each TG neuronal subtype (PEP1, PEP2, NP1 NP2, cLTMR, and NF) in our current dataset. Differential gene expression and GO enrichment analysis were carried out on the TG neuronal subpopulations. Additionally, to further investigate the relationships between the DEGs under orofacial inflammatory pain, the PPI networks were constructed using STRING, and hub genes were identified using Cytoscape.

#### PEP1 and PEP2

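PEP1 was summed over 351 control neurons (13360530 UMIs) and 196 CFA neurons (6407793 UMIs). In these sums, 563 of the 566 genes listed in Supplementary Table 6 had a log2 ratio in the listed direction, and r across these genes between that ratio and the listed value was 0.87.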

Five hundred sixty-six DEGs (including 313 upregulated and 253 downregulated genes) were detected in PEP1 (*P* < 0.05, log_2_∣FC∣ ≥ 0.2, Supplementary Table 6). 

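In PEP1, Bc1 rose from 1184 CPM in the control library to 2134 CPM in the CFA library, a log2 ratio of 0.85 (0.82 to 0.88). Camk2d had a ratio of 0.60 (0.53 to 0.67) in PEP1 and 1.15 (0.68 to 1.63) in PEP2, where Bc1 had 1.06 (0.92 to 1.19).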

In top 100 DEGs, we identified several genes regulating neuronal excitability and plasticity in PEPs, such as *Bc1* and *Camk2d* (Figure 5A). Notably, we identified various pain-related genes essential for neuronal signal transduction in PEP1, including ion channel genes *Kcnk3* and *Scn7a*, and glutamate signaling-related genes *Arl6ip1* and *Gsk3b* (Figure 5A). 

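Kcnk3 in PEP1 had 1729 counts in the control and 1305 in the CFA library, with a log2 ratio of 0.65 (0.55 to 0.76). For Scn7a it was 0.41 (0.31 to 0.50), for Arl6ip1 0.48 (0.42 to 0.53) and for Gsk3b 0.40 (0.34 to 0.46). Over the 32 genes the paper names for PEP1, the median absolute log2 ratio was 0.55, and with the PEP1 clusters given the same weights in both libraries, an alternative chosen after seeing the data, it was 0.45.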

Correspondingly, GO enrichment analysis of DEGs revealed that PEP1 may be involved in regulating neuronal excitability, pain sensation, and biological processes such as “regulation of membrane potential,” “response to metal ion,” “vesicle-mediated transport in synapse,” and “response to pain” (Figure 5B and Supplementary Table 6). Notably, more than 20 genes were enriched in several neuronal excitability and pain-related GO terms, which indicates the possible role of PEP1 in neuronal excitation and nociception. PPI network of DEGs was established to indicate the molecule interactions in PEP1, which revealed 91 nodes (hub genes) and 154 edges (interactions) in PEP1 (PPI enrichment *P* < 3.89e-09) (Figure 5C and Supplementary Table 6). 

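Networks were not rebuilt here. Of the hub genes in PEP1, Actb was higher in the CFA library at 0.44 (0.41 to 0.47). Il6 was lower, with 761 counts in control and 145 in CFA neurons of PEP1 with a log2 ratio of -1.33 (-1.60 to -1.07). Hspa8 at -0.40 (-0.44 to -0.36), Map1lc3b at -0.33 (-0.39 to -0.28) and Nos1 at -0.60 (-0.74 to -0.46) had negative ratios as well.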

The top hub genes with high connectivity degrees in PEP1 neurons were *Actb* (degree = 22), *Il6* (degree = 17), *Gsk3b* (degree = 13), *Hspa8* (degree = 12), *Map1lc3b* (degree = 10), and *Nos1* (degree = 9), some of which have been indicated to be implicated in pain regulation.

**FIGURE 5:**
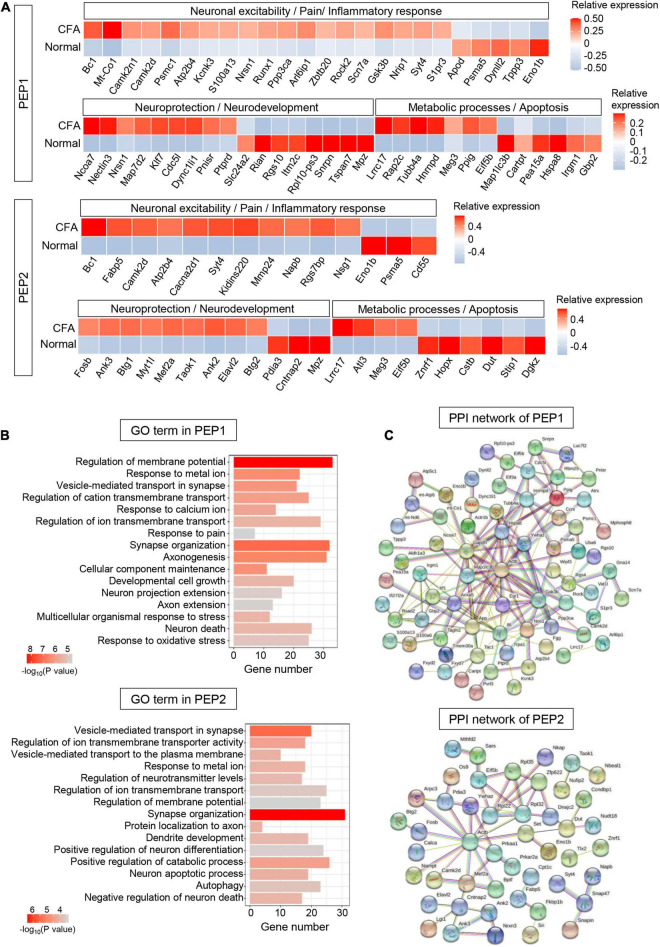
Transcriptional responses of PEP neurons in mouse TG to orofacial inflammation revealed by scRNA-seq. **(A)** Heatmap of identified DEGs within PEP1 and PEP2 neurons under normal and orofacial inflammatory pain conditions. Red colors indicate upregulated expression level in the heatmap, while blue colors indicate downregulated expression level. **(B)** The enriched GO biological process terms of identified DEGs in PEP1 and PEP2 neurons following orofacial inflammation. The number of genes is plotted as the abscissa and enriched GO biological process term is plotted as the ordinate. The colors correspond to *p*-value range. **(C)** PPI network analysis of identified DEGs in PEP1 and PEP2 neurons following orofacial inflammation. The top hub genes in PEP1 are *Actb* (degree = 22), *Il6* (degree = 17), *Gsk3b* (degree = 13), *Hspa8* (degree = 12), *Map1lc3b* (degree = 10), and *Nos1* (degree = 9), while top hub genes in PEP2 are *Actb* (degree = 13), *Gsk3b* (degree = 14), *Rpl32* (degree = 7), *Eif5b* (degree = 4), and *Ywhaz* (degree = 4), etc. The line color indicates the type of interaction evidence, and line thickness indicates the strength of data support. Blue represents known interactions from curated databases, while purple represents experimentally determined interactions. Green, red, and royal blue represent gene neighborhood, gene fusions and gene co-occurrence, respectively. TG, trigeminal ganglion; scRNA-seq, single-cell RNA-sequencing; DEGs, differentially expressed genes; CFA, complete Freund’s adjuvant; PEP, peptidergic nociceptors; PPI, protein–protein interaction.

Five hundred eighty-eight DEGs (including 267 upregulated and 321 downregulated genes) were detected in PEP2 (*P* < 0.05, log_2_∣FC∣ ≥ 0.2, Supplementary Table 7). 

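PEP2 was summed over 12 control neurons (544347 UMIs) and 11 CFA neurons (547771 UMIs), the fewest of any subtype. A ratio could be formed for 577 of the 588 genes in Supplementary Table 7, and all 577 had the listed direction. Pearson's r across genes was 0.78.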

In top 100 DEGs, we identified DEGs related to inflammatory response, like *Fabp5* and *Cd55*. 

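Fabp5 in PEP2 had a log2 ratio of 0.91 (0.39 to 1.45). Cd55 fell from 479 CPM (423 to 541) in the control library to 239 CPM (200 to 284) in the CFA library. In the seeded draw of 3000 cells per library, PEP2 made up 5.09% of control and 5.68% of CFA neurons. Of all kept neurons it made up 1.48% and 2.64%. The draw is a part of the kept cells, so its larger PEP2 class took in neurons named otherwise here. The ratio of Fabp5 in that class was -0.11.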

The expression of Ca^2+^ signaling-related genes *Cacna2d1* and *Kidins220* were increased in PEP2 (Figure 5A). Furthermore, the expression level of *Rgs7bp* was enhanced in PEP2, which has been demonstrated to play a role in the regulation of itch sensation. 

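Cacna2d1 had 76 counts in control and 136 in CFA neurons of PEP2, a log2 ratio of 0.83 (0.42 to 1.25). In the PEP2 class of the seeded draw, which held other neurons too, it was -0.12. Kidins220 had a ratio of 0.53 (0.16 to 0.91).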

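Rgs7bp (chromosome 13 from 104945904 to 105054930) had 434 CPM (380 to 493) in the 12 control neurons of PEP2 and 608 CPM (544 to 677) in the 11 CFA neurons, a log2 ratio of 0.49 (0.24 to 0.73).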

Several DEGs for neuroprotection (such as *Ank3* and *Mef2a*), and neuronal degeneration (such as *Atl3, Meg3*, and *Znrf1*) were also detected in PEP2. 

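The log2 ratios in PEP2 were 0.69 (0.42 to 0.96) for Ank3, 1.05 (0.55 to 1.56) for Mef2a, 0.92 (0.35 to 1.51) for Atl3 and -1.29 (-2.30 to -0.35) for Znrf1. Meg3 had 0.32 (0.16 to 0.49), and -0.30 in the PEP2 class of the seeded draw, which held other neurons too.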

GO enrichment analysis revealed that DEGs in PEP2 were enriched in “vesicle-mediated transport in synapse,” “response to metal ion,” and “regulation of neurotransmitter levels,” notably, more than 30 genes were enriched in synapse organization, which indicates the possible role of PEP2 in neuronal excitation and neuroprotection (Figure 5B and Supplementary Table 7). The established PPI network contained 93 nodes and 59 edges in PEP2 (PPI enrichment *P* < 0.01) (Figure 5C and Supplementary Table 7). Additionally, *Actb* (degree = 13), *Rpl32* (degree = 7), *Eif5b* (degree = 4), and *Ywhaz* (degree = 4), etc., were selected as hub genes in the PEP2 network. 

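For the hub genes of PEP2, log2 ratios were 0.60 (0.47 to 0.73) for Actb, -0.55 (-0.82 to -0.29) for Rpl32, 0.71 (0.21 to 1.21) for Eif5b and 0.54 (0.41 to 0.68) for Ywhaz.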

So, the DEGs in PEP2 may have effects on nociception and itch sensation, but further in-depth studies are still necessary.

#### NP1 and NP2

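In NP1, counts were summed over 177 control neurons (11469676 UMIs) and 65 CFA neurons (3958347 UMIs). All 369 genes listed in Supplementary Table 8 had a log2 ratio in the listed direction, with an r of 0.85 across genes.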

Three hundred sixty-nine DEGs (including 201 upregulated and 168 downregulated genes) were detected in NP1 (*P* < 0.05, log_2_∣FC∣ ≥ 0.2, Supplementary Table 8). In top 100 DEGs, we identified many genes associated with inflammatory response (such as *Cadm1* and *Mmp25*), neuronal excitability (such as glutamate signaling-related genes *Arl6ip1* and *Gsk3b*), and neuroprotection and neurodevelopment (such as *Nap1l1* and *Ebf1*) in NP1 (Figure 6A). 

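Cadm1 and Mmp25 had log2 ratios of 0.27 (0.23 to 0.31) and 0.33 (0.24 to 0.43) in NP1. Those of Arl6ip1 and Gsk3b were 0.55 (0.50 to 0.61) and 0.25 (0.17 to 0.33). Nap1l1 had 0.48 (0.42 to 0.54), and Ebf1, with 3515 control and 1610 CFA counts, had 0.41 (0.32 to 0.49).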

Based on the GO enrichment analysis, identified DEGs in NP1 were significantly enriched in “regulation of membrane potential,” “positive regulation of ion transport,” “response to heat,” “synapse organization,” and “axonogenesis,” which indicates the possible role of NP1 in regulating neuronal excitability and neuroprotection (Figure 6B and Supplementary Table 8). The established PPI network contained 90 nodes and 144 edges in NP1 (PPI enrichment *P* < 3.42e-06) (Figure 6C and Supplementary Table 8). The top hub genes with high connectivity degrees in NP1 neurons were *Actb* (degree = 23), *Ubc* (degree = 15), *Ywhaz* (degree = 12), *Gsk3b* (degree = 11), and *mt-Co1* (degree = 7), some of which are associated with glutamate transport.

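Actb in NP1 had a log2 ratio of 0.28 (0.25 to 0.32), Ywhaz of 0.29 (0.25 to 0.34) and mt-Co1 of 1.11 (1.08 to 1.15).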

**FIGURE 6:**
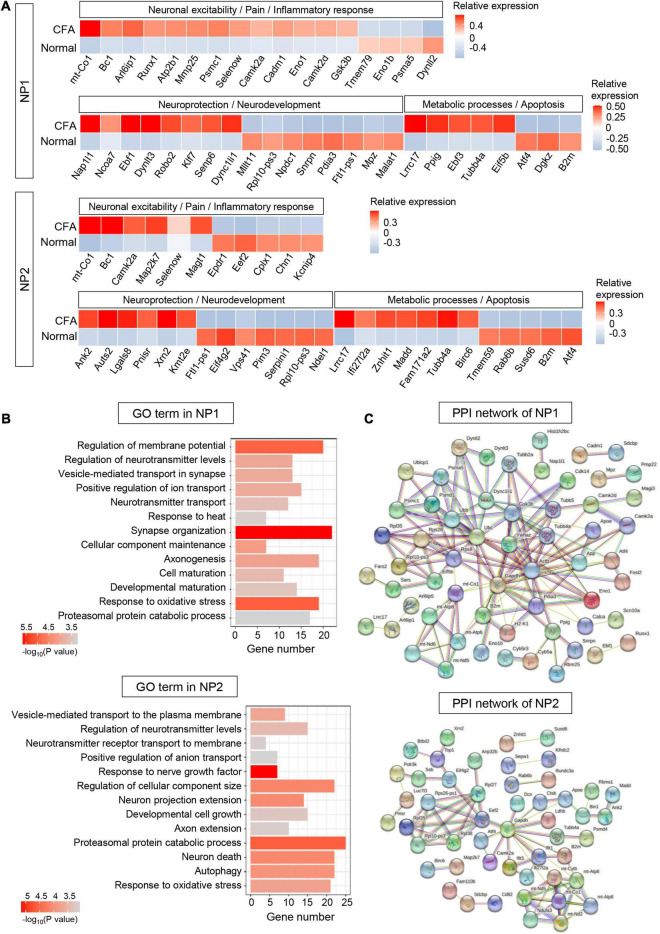
Transcriptional responses of NP neurons in mouse TG to orofacial inflammation revealed by scRNA-seq. **(A)** Heatmap of identified DEGs within NP1 and NP2 neurons under normal and orofacial inflammatory pain conditions. Red colors indicate upregulated expression level in the heatmap, while blue colors indicate downregulated expression level. **(B)** The enriched GO biological process terms of identified DEGs in NP1 and NP2 neurons following orofacial inflammation. The number of genes is plotted as the abscissa and enriched GO biological process term is plotted as the ordinate. The colors correspond to *p*-value range. **(C)** PPI network analysis of identified DEGs in NP1 and NP2 neurons following orofacial inflammation. The top hub genes in NP1 are *Actb* (degree = 23), *Ubc* (degree = 15), *Ywhaz* (degree = 12), *Gsk3b* (degree = 11), and *mt-Co1* (degree = 7), while top hub genes in NP2 are *Gapdh* (degree = 14), *Eef2* (degree = 7), *mt-Atp6* (degree = 7), *mt-Co1* (degree = 7), and *Rpl10-ps3* (degree = 5), etc. The line color indicates the type of interaction evidence, and line thickness indicates the strength of data support. Blue represents known interactions from curated databases, while purple represents experimentally determined interactions. Green, red, and royal blue represent gene neighborhood, gene fusions and gene co-occurrence, respectively. TG, trigeminal ganglion; scRNA-seq, single-cell RNA-sequencing; DEGs, differentially expressed genes; CFA, complete Freund’s adjuvant; NP, non-peptidergic nociceptors; PPI, protein–protein interaction.

Five hundred thirty-nine DEGs (including 175 upregulated and 364 downregulated genes) were detected in NP2 (*P* < 0.05, log_2_∣FC∣ ≥ 0.2, Supplementary Table 9). 

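NP2 comprised 53 control neurons (3620839 UMIs) and 16 CFA neurons (904038 UMIs). Of the genes in Supplementary Table 9, 538 had a ratio and 537 of these the listed direction. The r across genes was 0.78.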

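Ank2 and Lgals8 had log2 ratios of 0.58 (0.44 to 0.71) and 0.63 (0.38 to 0.87) in NP2. Lrrc17 had 101 counts in control and 96 in CFA neurons at 1.93 (1.51 to 2.35), with ratios of 1.68 (1.26 to 2.10) in myelinating Schwann cells and 0.95 (0.10 to 1.78) in SGCs. In the other 5 non-neuronal types it was higher in the CFA library too, at ratios from 0.37 (ICs) to 1.64 (ECs), with intervals that included 0. The ratio of Atf4 was -0.90 (-1.13 to -0.68).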

In NP2 neurons, we identified many DEGs related to neuroprotection (such as *Ank2* and *Lgals8*) and cellular metabolism (such as *Lrrc17* and *Atf4*) (Figure 6A). Correspondingly, GO enrichment analysis demonstrated that DEGs in NP2 were significantly enriched in “response to nerve growth factor,” “proteasomal protein catabolic process,” and “neuron death” (Figure 6B and Supplementary Table 9). Notably, more than 20 genes were enriched in “proteasomal protein catabolic process” and “response to oxidative stress.” Therefore, NP2 neurons may have valuable functions in neuroprotection and metabolic process. Then, the established PPI network contained 92 nodes and 75 edges in NP2 (PPI enrichment *P* < 4.62e-05) (Figure 6C and Supplementary Table 9). Additionally, *Gapdh* (degree = 14), *Eef2* (degree = 7), *mt-Atp6* (degree = 7), *mt-Co1* (degree = 7), and *Rpl10-ps3* (degree = 5), etc., were selected as hub genes in the NP2 network.

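Among hub genes of NP2, Gapdh had a log2 ratio of 0.37 (0.27 to 0.47), Eef2 of -0.46 (-0.59 to -0.33) and mt-Co1 of 1.39 (1.33 to 1.46). For mt-Atp6 the files hold 1 control and 0 CFA counts in NP2. The log2 ratio of the pseudogene Rpl10-ps3 was -0.75 (-1.02 to -0.49). Its parent Rpl10 can share reads with it. Over all neurons the ratio was -0.66 for Rpl10-ps3, 0.24 for Rpl10 and -0.14 for the sum of both.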

#### C-Fiber Low-Threshold Mechanoreceptors and *Nefh*-Positive Neurons

Six hundred forty-nine DEGs (including 332 upregulated and 317 downregulated genes) were detected in cLTMR (*P* < 0.05, log_2_∣FC∣ ≥ 0.2, Supplementary Table 10). 

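cLTMR comprised 73 control neurons (3945724 UMIs) and 48 CFA neurons (2169203 UMIs). All 649 genes of Supplementary Table 10 had a log2 ratio in the listed direction, and r was 0.88 across genes.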

In top 100 DEGs, we found some genes related to neuronal excitability and pain regulation in cLTMR neurons, such as *Runx1*, *Napb*, and *Comt*. 

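In cLTMR, Runx1 had 223 CPM (209 to 238) in the control and 420 CPM (394 to 449) in the CFA library with a log2 ratio of 0.91 (0.78 to 1.05). Napb was higher at 0.42 (0.32 to 0.52).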

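Bhlha9 lies on chromosome 11 from 76672470 to 76673676. It had 156 counts in the 73 control neurons of cLTMR and 164 in the 48 CFA neurons, or 39.5 CPM (33.6 to 46.2) and 75.6 CPM (64.5 to 88.1), a log2 ratio of 0.94 (0.61 to 1.26).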

Notably, the transcription factor gene *Bhlha9* important for temperature sensation and pain modulation was significantly upregulated in cLTMR (Figure 7A). Similarly, identified DEGs in cLTMR were significantly enriched in “response to metal ion,” “response to pain,” “response to temperature stimulus,” and “positive regulation of neuron projection development” (Figure 7B and Supplementary Table 10), which indicates the important role of cLTMR in nociception. Then, the established PPI network contained 90 nodes and 103 edges in cLTMR (PPI enrichment *P* < 2e-05) (Figure 7C and Supplementary Table 10). The top hub genes with high connectivity degrees in cLTMR neurons were *Actb* (degree = 18), *Ubc* (degree = 11), *Ywhaz* (degree = 7), *Calm1* (degree = 6), *mt-Co1* (degree = 6), and *Cfl1* (degree = 6), some of which are involved in synaptic transmission.

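Among hub genes of cLTMR, log2 ratios were 0.37 (0.32 to 0.42) for Actb, 0.29 (0.23 to 0.34) for Ywhaz, 0.25 (0.20 to 0.30) for Cfl1 and 0.98 (0.93 to 1.02) for mt-Co1.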

**FIGURE 7:**
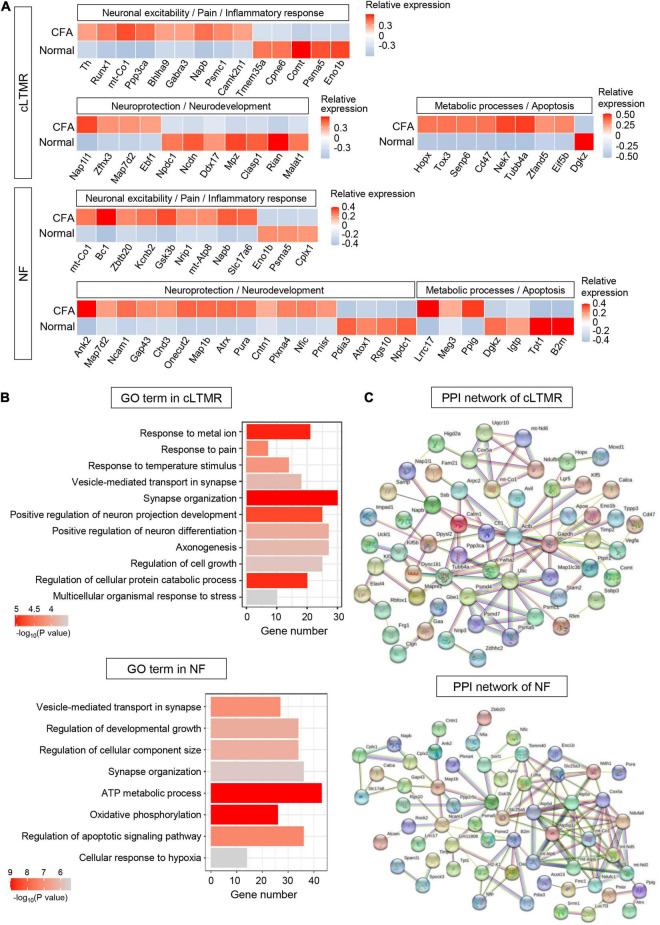
Transcriptional responses of cLTMR and NF neurons in mouse TG to orofacial inflammation revealed by scRNA-seq. **(A)** Heatmap of identified DEGs within cLTMR and NF neurons under normal and orofacial inflammatory pain conditions. Red colors indicate upregulated expression level in the heatmap, while blue colors indicate downregulated expression level. **(B)** The enriched GO biological process terms of identified DEGs in cLTMR and NF neurons following orofacial inflammation. The number of genes is plotted as the abscissa and enriched GO biological process term is plotted as the ordinate. The colors correspond to *p*-value range. **(C)** PPI network analysis of identified DEGs in cLTMR and NF neurons following orofacial inflammation. The top hub genes in cLTMR are *Actb* (degree = 18), *Ubc* (degree = 11), *Ywhaz* (degree = 7), *Calm1* (degree = 6), *mt-Co1* (degree = 6), and *Cfl1* (degree = 6), while top hub genes in NF are *Atp5d* (degree = 12), *Cox5a* (degree = 12), *Atp5g3* (degree = 11), *mt-Co1* (degree = 10), and *B2m* (degree = 8), etc. The line color indicates the type of interaction evidence, and line thickness indicates the strength of data support. Blue represents known interactions from curated databases, while purple represents experimentally determined interactions. Green, red, and royal blue represent gene neighborhood, gene fusions and gene co-occurrence, respectively. TG, trigeminal ganglion; scRNA-seq, single-cell RNA-sequencing; DEGs, differentially expressed genes; CFA, complete Freund’s adjuvant; NF, *Nefh*-positive neurons; cLTMR, C-fiber low-threshold mechanoreceptors; PPI, protein–protein interaction.

Eight hundred five DEGs (including 339 upregulated and 466 downregulated genes) were detected in NF (*P* < 0.05, log_2_∣FC∣ ≥ 0.2, Supplementary Table 11). 

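NF was summed over 87 control neurons (3683160 UMIs) and 55 CFA neurons (1896381 UMIs). Of the 805 genes listed in Supplementary Table 11, 781 had a log2 ratio in the listed direction. Across genes r was 0.75, the lowest of the 6 subtypes.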

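Ank2 in NF had a log2 ratio of 0.79 (0.66 to 0.91) and Map7d2 of 0.51 (0.38 to 0.64). Lrrc17 went from 204 control to 270 CFA counts at 1.36 (1.09 to 1.63), and Dgkz had -0.84 (-1.20 to -0.48).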

In NF neurons, we identified many DEGs involved in neuroprotection (such as *Ank2* and *Map7d2*) and metabolic process (such as *Lrrc17* and *Dgkz*) (Figure 7A). Similarly, DEGs in NF were enriched in “ATP metabolic process,” “oxidative phosphorylation,” and “regulation of developmental growth” (Figure 7B and Supplementary Table 11). 

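Enrichment was not tested here. In a list of 18 nuclear genes of oxidative phosphorylation, 16 were lower in CFA neurons of NF and 2 higher, with a median log2 ratio of -0.24. That median lay at percentile 0.0200 of 10000 random lists of the same size matched on expression, which describes these libraries only. The list was not lower in NF alone. Its median was -0.18 in PEP1, -0.25 in PEP2, -0.18 in cLTMR, -0.076 in NP1 and -0.014 in NP2. Nor was it lower in neurons alone, since the medians of the 7 non-neuronal types ran from -0.72 (ICs) to -0.021 (FBs). Under some alternatives it was above 0 in non-myelinating Schwann cells (up to 0.40), ECs (up to 0.15) and FBs (up to 0.076).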

Notably, more than 40 genes were enriched in “ATP metabolic process,” which indicates the important role of NF in metabolic process. The established PPI network contained 94 nodes and 125 edges in NF (PPI enrichment *P* < 1.0e-16) (Figure 7C and Supplementary Table 11). Additionally, *Atp5d* (degree = 12), *Cox5a* (degree = 12), *Atp5g3* (degree = 11), *mt-Co1* (degree = 10), and *B2m* (degree = 8), etc., were selected as hub genes in the NF network, many of which are associated with ATP synthesis.

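Log2 ratios of hub genes in NF were -0.44 (-0.56 to -0.32) for Atp5d, -0.41 (-0.50 to -0.31) for Cox5a, -0.41 (-0.48 to -0.35) for Atp5g3, 1.14 (1.10 to 1.18) for mt-Co1 and -0.82 (-0.99 to -0.65) for B2m.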

## Discussion

Different subtypes of primary sensory neurons play distinct roles in the basal sensation and pathogenesis of pain. It remains largely unclear about the diverse alterations and regulatory mechanisms exhibited by different types of TG neurons in response to orofacial inflammatory pain. Mapping neuronal transcriptional alterations and investigating the molecular characteristics of distinct neurons are critical for understanding their roles in pain initiation and maintenance. A previous RNA-sequencing study investigated the molecular composition of small DRG nociceptive neurons using magnetic purification, but it is difficult to determine the source of genes expressed at lower levels in neurons (Thakur et al., 2014). Recent advances in scRNA-seq techniques allow the detection of gene profiles of single cells under pathological conditions, providing a remarkable opportunity to understand disease mechanisms (Ofengeim et al., 2017; Armand et al., 2021). Chronic pain is pain that lasts more than 3 months (Treede et al., 2015), in this study, we selected 7 days after CFA injection in mice as one of typical time points to investigate preliminarily the mechanisms of chronic orofacial pain in humans (Dutta and Sengupta, 2016). After scRNA-seq analysis, we unbiasedly classified six clusters of TG sensory neurons based on their transcriptional characteristics, which were later assigned as PEP1, PEP2, NP1, NP2, cLTMR, and NF. Most importantly, we investigated the transcriptomes of the TG neuronal subtypes under orofacial inflammatory conditions and interpretated their possible roles using bioinformatic methods, which not only comprehensively profiles the cellular transcriptional responses of TG neurons to orofacial inflammation but also provides several potential new targets for pain control.

### Novel Classification of Trigeminal Ganglion Sensory Neurons With Single-Cell RNA-Sequencing

Neurons exhibit diverse molecular, morphological, connectional, and functional properties (Zeng and Sanes, 2017). Previous studies classified primary sensory neurons according to anatomical (Boycott and Wassle, 1991), molecular (Kodama et al., 2012) and electrophysiological criteria (Markram et al., 2004). However, the deficiency of these approaches is that the heterogeneity of cells cannot be reflected. In the present study, we classified TG sensory neurons into six subpopulations (including two types of PEP neurons, two types of NP neurons, NF, and cLTMR) using scRNA-seq based on transcriptome patterns, which revealed the cellular heterogeneity in TG. And there are also slightly different from the historical classifications. For instance, there was co-expression of *Th* and *Piezo2* in cLTMR neurons in this study. And the cross-cluster expressions of *Tac1* and *Calca* are not limited to PEP neurons, which is consistent with previous studies (Li et al., 2016).

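Calca reached 4656 CPM in control and 4024 CPM in CFA neurons of NP2. Tac1 reached 2434 and 1715 CPM in NF. As a measure of free RNA, ECs held 265 CPM of Calca and 123 CPM of Tac1 in the control library.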

Notably, the differential expression of marker genes in distinct neurons implies the functionality of these neuron clusters. To explore the functions of each subtype, analysis of functional molecules in neuron populations was conducted. We found PEP1 neurons were likely to play vital roles in temperature sensation and mechanoception perception based on the high expressions of TRP channels (such as *Trpv1*, *Trpa1*, and *Trpm3*) and mechanoreceptive molecules (such as *Kcnk2* and *Asic3*), which are involved in regulating nociception (Dhaka et al., 2006; Julius, 2013). Research has indicated that TRPA1 is associated with the transduction of mechanical, cold, and chemical stimuli in nociceptors, while TRPV1 is a thermosensitive ion channel that can be activated by various noxious stimuli, resulting in pain, itching, and burning sensation in inflammatory tissue (Kwan et al., 2006; Moore et al., 2018). Extensive studies have demonstrated that TRPA1 and TRPV1 channels are highly expressed in small and medium nociceptor neurons of the DRG and TG (Moore et al., 2018), in the present study, *Trpa1* and *Trpv1* were expressed at high levels in PEP1. Consistent with previous findings (Yajima et al., 2019), *Trpm3* showed high co-existence with *Trpv1* in PEP1, which probably plays a role in thermosensitive nociception. The presence of mechanosensitive channel *Kcnk2* and acid sensing ion channel *Asic3* in PEP1 may be associated with peripheral nociception (Cohen et al., 2009; Deval and Lingueglia, 2015; Lin et al., 2015). Meanwhile, we identified PEP2 neurons can be implicated in participating in pruriceptive responses according to the high levels of itch perception molecules (such as *Nppb*, *Il31ra, and Hrh1*) in PEP2 (Sharif et al., 2020; Datsi et al., 2021). For NP1, it expressed various functional molecules, such as mechanoreceptive molecule like *Trpc3* and purinergic receptor such as *P2rx3* and *P2ry1*. Accumulating evidence has also revealed the key role of mechanosensitive channel *Trpc3* in nociception mediation (Quick et al., 2012) and purinergic signaling in chemoreception and orofacial pain (Lim and Mitchell, 2012; Sobrinho et al., 2014; Moreira et al., 2015; Luo et al., 2022). The high level of *Mrgpra3* in NP2 implies its effect on perception of itch and pain (Liu et al., 2009; Xing et al., 2020; Grundy et al., 2021). The specific expression of *Trpm8* in NF can contribute to sensing unpleasant cold stimuli or mediating the effects of cold analgesia (Dhaka et al., 2007; Dai, 2016; De Caro et al., 2019). As the primary mechanotransduction ion channel, *Piezo2* was expressed highly in cLTMR, promoting its critical role in touch sensation and tactile pain (Ranade et al., 2014; Szczot et al., 2018). Thus, the present study provides the classification and predicted functionality of TG neurons by transcriptome analysis.

### Gene Regulation in Orofacial Inflammatory Pain

Orofacial hypersensitivity is caused by alterations in peripheral inflammation-induced gene expression in TG neurons. In the present study, we further confirmed the different transcriptional responses of TG neuronal subtypes following orofacial inflammation, providing a rational basis for the development of therapeutic strategies.

Neuronal excitability changes in the TG are considered to be the underlying mechanisms causing orofacial peripheral hypersensitivity associated with orofacial inflammation (Basbaum et al., 2009; Shinoda et al., 2019). Glutamate is the major excitatory neurotransmitter in peripheral neurons and is a strategic target in nociceptive processing triggered by inflammation and peripheral nerve injury (Malet and Brumovsky, 2015). Numerous studies have demonstrated that enhanced glutamatergic transmission contributes to orofacial pain hypersensitivity (Cseh et al., 2020; Li et al., 2020). 

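Slc17a6 (chromosome 7 from 51622006 to 51671119) had 428 CPM (421 to 434) in control and 541 CPM (530 to 553) in CFA neurons, a log2 ratio of 0.34 (0.30 to 0.38).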

Here, we identified significantly increased *Slc17a6* expression, which encodes vesicular glutamate transporter type 2. Notably, we also discovered several upregulated glutamate-related genes, such as *Arl6ip1* and *Gsk3b* in PEP1 and NP1 and *Napb* in PEP2 and cLTMR. 

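The log2 ratio of Napb in PEP2 was 0.73 (0.42 to 1.04), from 139 control and 232 CFA counts.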

*Arl6ip1* and *Gsk3b* can be involved in the formation of hyperalgesia via mediating glutamate transport activity (Akiduki and Ikemoto, 2008; Weng et al., 2014; Deng et al., 2019), while *Napb* is associated with formation of glutamate vesicle, although the precise function and mechanism of these genes in orofacial inflammatory pain deserve further study. Voltage-gated ion channels, particularly sodium and potassium channels, are the principal mediators of neuronal excitability and are closely linked to hyperalgesia (Bennett et al., 2019; Lee et al., 2019). In the present study, we identified upregulated potassium channel *Kcnk3* in PEP1 and calcium channel *Cacna2d1* in PEP2. 

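Scn7a (chromosome 2 from 66673425 to 66784914) had 2387 counts in the control neurons and 1518 in the CFA neurons of PEP1, or 179 CPM (172 to 186) and 237 CPM (225 to 249). The ratio in non-myelinating Schwann cells, where the gene was also higher in the CFA library, was 0.83 (0.71 to 0.94).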

Noticeably, we also identified upregulated expression of the sodium channel gene *Scn7a* in PEP1, which has been indicated to contribute to cancer pain by increasing excitability of neurons in DRG (Ke et al., 2012). Meanwhile, we found upregulated expression of zinc-finger protein gene, *Zbtb20*, in PEP1 neurons upon orofacial inflammatory pain, which can regulate nociception and pain sensation by modulating TRP channel expression in DRG (Ren et al., 2014). 

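In PEP1, Zbtb20 had 425 CPM (414 to 436) in the control and 548 CPM (530 to 566) in the CFA library, a log2 ratio of 0.37 (0.30 to 0.43).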

The roles of *Scn7a* and *Zbtb20* obtained from the DRG in pain hypersensitivity could also be operative in the TG, which should be worthy to be further validated, although the pathophysiology of the trigeminal nerve differs from that of spinal nerves to an extent (Lopes et al., 2017). Additionally, consistent with the predicted role of PEP2, the gene *Rgs7bp*, encoding regulator of G protein signaling 7 binding protein, was increased in PEP2 neurons, which has significant effects on the regulation of itch sensation (Pandey et al., 2017). Consistent with recent study, we found the upregulated expression of transcription factor *Bhlha9* in cLTMR, which has vital function in inflammatory formalin pain and temperature sensation (Bohic et al., 2020).

The mechanisms of orofacial inflammatory pain have been studied extensively, predominantly involving sensory neuron-immune interactions (Pinho-Ribeiro et al., 2017). In this study, GO enrichment analysis suggested that the identified DEGs were significantly enriched in ion transport, regulation of immune effector process, response to pain, and neurotransmitter transport, etc. These were also confirmed to be engaged in pain generation under inflammatory conditions (Wood et al., 2004; Pinho-Ribeiro et al., 2017). Additionally, identified DEGs and GO terms were also associated with ATP synthesis, oxidative stress and neuroprotection. Emerging evidence has illustrated that ATP pathway and oxidative stress are critically involved in pain regulation (De Logu et al., 2020; Xu et al., 2021; Luo et al., 2022). Peripheral nerve injury induced by axotomy and TG extraction during our experiments do not rule out the transcriptional alterations of neuroregeneration and neuroprotection genes in neuron. Moreover, the hub genes, such as *Actb*, *Gsk3b*, and *mt-Co1*, were identified, which are closely correlated with pain development (Liu et al., 2017; Noori et al., 2020; Segelcke et al., 2020). And the roles and mechanisms of several potential novel targets in orofacial inflammatory pain, such as *Scn7a* and *Zbtb20* in PEP1, *Rgs7bp* in PEP2, and *Bhlha9* in cLTMR, require further exploration.

Although gene expression in TG neurons changes over time following inflammation, we performed scRNA-seq on TG cells 7 days after orofacial inflammation, due to the limitation of experimental conditions. Tracing the dynamic cellular activities of TG neurons in orofacial pain is of great significance, therefore, it is necessary to further study gene expression alterations in TG neurons over time following inflammation, such as 1, 3, and 14-day after CFA injection. There is growing evidence for sex differences in orofacial pain prevalence, sensitivity and analgesic response (Shaefer et al., 2018), therefore, further explorations that utilize scRNA-seq analysis to unveil gender differences in orofacial pain are needed. Our results illustrated several potential targets of orofacial inflammatory pain, but further verification experiments are necessary. In addition, we did not assume that unchanged transcript level genes have no effect on orofacial pain modulation. Despite these limitations, we believe that transcriptome analysis is a promising approach for predicting the overall neuronal events related to orofacial inflammation and inferring mechanistic cascades leading to peripheral sensitization.

## Conclusion

The present study not only revealed cell heterogeneity of TG neurons, but also identified transcriptomic alterations of TG sensory neurons in response to orofacial inflammation. Our findings lay the foundation for further exploration of the underlying mechanisms of orofacial pain to aid the development of novel approaches in managing such pain conditions.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE186421.

## Ethics Statement

The animal study was reviewed and approved by the Ethics Committee of the Sun Yat-sen University in China.

## Author Contributions

QL and LM designed and drafted the manuscript and figure. SY, SJ, and YC analyzed the data. FH, WF, and HH revised the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

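The study measured RNA in single cells of right trigeminal ganglia from male C57BL/6 mice of 5 to 8 weeks, 7 days after an injection of saline (control) or CFA. One BD Rhapsody whole transcriptome library was deposited per condition, and the text does not say how many mice a library holds. The values are whole-number counts of UMIs per gene and cell as deposited by the authors, not normalized, corrected for sequencing errors by the BD pipeline and limited to the cells that pipeline called. The pipeline version, the genome build and the gene annotation are not stated in the text. The 2 files hold 39098 gene symbols in all, 36541 with counts in the control library and 32641 in the CFA library. For gene positions the symbols were matched to GENCODE M21, where 37724 (96.5%) were found, among them 246 of the 246 named genes. The sheets of enriched terms in the supplement were held in part only, and enrichment and networks were not repeated here. The markers used to name the 6 subtypes, 10 for each, were taken from Supplementary Table 3, where the authors list genes enriched in their own subtypes of these libraries, without the genes of Figs. 3C to 3E. The names of the subtypes are therefore not independent of the paper.

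Cells with fewer than 150 genes or more than 25% mitochondrial counts were left out, as were genes found in fewer than 2 cells for clustering. Both libraries were clustered together, without integration, in R 4.3.3 with Seurat 5.3.0 (log-normalization, 2000 variable genes, 20 principal components, 20 neighbours, Louvain resolution 0.8 for all cells and 1 for neurons, seed 1). A cluster took the name of the type whose markers had the highest mean level, each scaled to its highest cluster. At least 3 of these markers had to reach 0.25 of that level and be found in at least 0.1 of the cells. Clusters with more markers of another type among their 10 leading genes, or with few UMIs and no marker among these, stayed unnamed. In neurons the non-neuronal markers competed with those of the subtypes, without Gfra3. These rules for naming were set during the work, after the markers. The feature genes and the genes named as changed were left out of clustering and naming, so that they could be reported. Other steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5. Its Scrublet called 107 doublets in the control library and 4 in the CFA library at an expected rate of 0.05. The automatic score thresholds were unlike, at 0.260 in the control and 0.489 in the CFA library, so the CFA calls may be unreliable.

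Depth was 48233077 UMIs over the kept control cells and 21658155 UMIs over the kept CFA cells. Counts were summed per class and library and given as CPM with exact Poisson intervals. Shares have Clopper-Pearson intervals and ratios conditional exact binomial intervals, all at 95%. These cover counting error and not the variation between cells of a class. Nor do they cover the variation between animals, which one library per condition cannot show. For that reason no test between conditions was made and no number of changed genes is given. Where a class has 0 counts in one library, a floor of 3 counts bounds the ratio. List medians use genes with at least 10 counts in the class and were ranked among 10000 random lists of the same size and like expression. Correlations between types use genes with at least 200 counts in both. For detection, neurons were thinned to 5000 UMIs and other cells to 500 UMIs.

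The procedures for ratios and lists were tested on simulated data, with known ratios for 200 genes per class. The intervals held the true ratio for 95.19% to 96.25% of unchanged and 93.0% to 97.5% of changed genes, and a raised list reached percentile 100. The simulated sums had counting error only and no variation between cells. They check the computation, and cannot show how well the intervals hold for sums over few real cells.

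The genes named are those the paper names for a cell type or subtype, where they have counts there, the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 500 counts in all neurons, and the genes of the lists. Some of these genes are not reported here. The lists are interferon response, inflammatory cytokine and acute phase, immediate early, mitochondrially encoded, nuclear oxidative phosphorylation, nerve injury response, Y-linked genes, and RNA of erythrocytes, myelinating Schwann cells, satellite glial cells and oligodendrocytes.

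Alternatives were a stricter filter (300 genes and 10% mitochondrial counts), no mitochondrial limit, removal of doublets, a draw of 3000 cells per library, 30 principal components, resolutions of 0.4 and 0.5 or of 1.6 and 2 (all cells and neurons), 4000 variable genes, no gene left out of clustering, totals without mitochondrial genes, ratios centred on the median of genes with at least 50 counts, every cell weighted equally, cells thinned to the same depth, cells with at least 2000 UMIs, thinning of neurons to 2000 UMIs, and genes with at least 100 counts. A doublet score above 0.25 in both libraries and equal weights for the clusters of a class were added after seeing the data. The authors' random draw, their Wilcoxon test over cells and their enrichment and network steps were not repeated.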

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

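The tests of erythrocyte RNA, of dissociation and of depth given here were chosen only after the list medians had been seen. So was the rule that picks these results, a median above 0 that at most 10 of 10000 random lists exceed, in a cell type whose libraries the paper does not compare.

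Immediate early genes were higher in the CFA library in cell types that the paper did not compare between conditions. The median log2 ratio of the 18 listed genes was 0.36 in myelinating Schwann cells, 0.61 in non-myelinating Schwann cells and 0.57 in OLCs, with 15, 15 and 13 of the 18 genes higher. A difference in depth between the libraries was tested as a cause. With cells thinned to 500 UMIs the median was 0.39, 0.66 and 0.90 in these types. CPM already divides by depth, and thinning keeps the expected shares of genes in a cell, so this result cannot decide it. Over non-myelinating Schwann cells with at least 2000 UMIs the median was -0.16. A difference in the time or handling of dissociation would raise these genes in every type. Their summed counts were higher, with an interval above 0, in 6 of 8 types, lower in SGCs at -0.053 (-0.079 to -0.026) and not detectably different in ECs at 0.015 (-0.015 to 0.044). Cell types can respond to handling to different degrees, and each condition has one library, so handling cannot be told apart from a response of these cells to CFA, which was not tested.

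Erythrocyte RNA was higher in the CFA library in cell types that the paper did not compare. The median log2 ratio was 1.33 in myelinating Schwann cells, 2.85 in OLCs, 0.89 in FBs and 1.38 in ECs. The list has 5 genes, of which 4, 3, 5 and 4 had enough counts to enter these medians. The sums are small, with 16 counts in control and 177 in CFA OLCs. Erythrocytes numbered 53 in the control library and 98 in the CFA library. Free RNA from erythrocytes would raise the sum in every type. It was higher in 7 of 8 types, but in ICs it was lower, at -0.50 (-0.69 to -0.30), which argues against free RNA as the explanation for all types together. For the 7 others, free RNA, erythrocytes captured with the cells and a difference between the conditions cannot be told apart, since each condition has one library. With cells thinned, the median in ICs was 0.93 and that in neurons -0.28, so the direction in these types depends on this choice. No biological explanation was tested.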

How the results depend on the processing

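Removing doublets by one score threshold in both libraries and giving the clusters of a class the same weights in both libraries were chosen only after the data had been seen, and the other alternatives were not. No paired analysis was possible because each condition has a single library. All alternatives listed for these results were run. No value was formed where fewer than 3 genes of a list had a ratio. A value counts as moved where it left the 95% interval of the reported value (counting error for shares, CPM and ratios, resampled genes for correlations and lists), and cells kept where it left the binomial interval. A log2 ratio or list median counts as changed in direction only where the interval of the reported value excludes 0.

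For 165 log2 ratios of named genes, 2420 values under an alternative stayed within the interval with the same direction, 215 moved and 4 changed direction. Of the 215 that moved, 80 did so with cells thinned, 43 with 3000 cells drawn per library and 27 with every cell weighted equally. For 87 list medians, 387 values stayed, 29 moved and 9 changed direction. Of the values that stayed or moved, 28 more list medians crossed 0 from a reported value whose interval includes 0, 3 of them among those that moved (Y-linked genes in SGCs, nuclear oxidative phosphorylation in ECs and mitochondrially encoded genes in OLCs), so the direction of such medians is not settled. For 26 shares of cells, 207 stayed and 53 moved. For 60 CPM values of functional molecules and feature genes, 76 stayed and 28 moved, and for 44 shares of neurons with a UMI after thinning to 5000 UMIs, 18 stayed and 26 moved with 2000 UMIs.

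Pearson's r with the reported fold changes stayed positive in neurons and all 6 subtypes under every alternative run for it, from 0.595 in NF to 0.963 in PEP2, and the r between neurons and the 7 non-neuronal types ran from 0.200 for OLCs to 0.609 for SGCs. Schwann cells were from 41.9% to 49.4% of control cells and from 43.1% to 49.4% of CFA cells. SGCs were from 13.5% to 21.8% and from 7.07% to 15.7%. PEP1 was from 33.6% to 48.4% of control neurons and from 40.5% to 54.2% of CFA neurons.

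With at least 300 genes and at most 10% mitochondrial counts per cell, cells kept numbered 2982 in the CFA library and 5226 in the control library. Shares of cells of the 7 types were 49.4% (CFA) for Schwann cells, 10.3% (control) for FBs, 7.86% (control) and 8.57% (CFA) for ICs, 16.1% (control) and 14.8% (CFA) for neurons and 13.5% (control) and 7.07% (CFA) for SGCs. Shares of neurons were 13.9% (control) for NF. Without the mitochondrial limit, cells kept numbered 3811 in the CFA library and 7002 in the control library. Shares of cells of the 7 types were 41.9% (control) and 43.1% (CFA) for Schwann cells, 8.62% (control) and 10.3% (CFA) for FBs, 6.08% (control) for ICs and 17.4% (control) and 15.8% (CFA) for neurons. Shares of neurons were 7.62% (control) and 9.04% (CFA) for NF, 14.7% (control) and 11.3% (CFA) for NP1, 4.44% (control) for NP2, 33.6% (control) and 40.5% (CFA) for PEP1 and 5.86% (control) and 8.17% (CFA) for cLTMR. With the doublets called by Scrublet removed, cells kept numbered 6588 in the control library. With one doublet score threshold for both libraries, cells kept numbered 6573 in the control library. Shares of cells of the 7 types were 10.7% (CFA) for FBs. With 3000 cells drawn from each library, shares of cells of the 7 types were 43.0% (control) for Schwann cells, 14.0% (control) for neurons and 21.0% (control) and 12.2% (CFA) for SGCs. Shares of neurons were 15.8% (control) and 20.7% (CFA) for NF, 9.94% (CFA) for NP1 and 5.09% (control) and 5.68% (CFA) for PEP2. Log2 ratios changed sign to -0.12 for Cacna2d1 in PEP2, -0.11 for Fabp5 in PEP2 and -0.30 for Meg3 in PEP2. PEP2 in the draw took in neurons named otherwise in the main clustering, so these ratios cover other cells.

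With 30 principal components, shares of cells of the 7 types were 42.5% (control) for Schwann cells and 21.8% (control) for SGCs. With 4000 variable genes, shares of cells of the 7 types were 46.7% (control) for Schwann cells, 2.16% (control) for OLCs and 17.9% (control) for SGCs. Shares of neurons were 48.3% (control) and 52.5% (CFA) for PEP1. With the lower resolution, shares of cells of the 7 types were 49.4% (control) for Schwann cells and 15.2% (control) for SGCs. Shares of neurons were 48.4% (control) and 54.2% (CFA) for PEP1. With the higher resolution, shares of cells of the 7 types were 43.0% (control) for Schwann cells, 10.7% (CFA) for FBs, 13.9% (control) for neurons, 1.11% (control) and 3.15% (CFA) for OLCs and 21.6% (control) and 15.7% (CFA) for SGCs.

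With cells thinned to 500 UMIs and neurons to 5000 UMIs, r with the reported fold changes was 0.595 in NF, 0.754 in NP1, 0.636 in NP2, 0.805 in PEP1, 0.652 in PEP2, 0.725 in cLTMR and 0.838 in neurons. The r between neurons and another type was 0.348 for ECs, 0.348 for FBs, 0.278 for ICs, 0.382 for myelinating Schwann cells, 0.388 for non-myelinating Schwann cells, 0.200 for OLCs and 0.421 for SGCs. List medians moved to 2.12 in ECs, 0.60 in FBs and 1.48 in myelinating Schwann cells for erythrocyte RNA, -0.70 in neurons for myelinating Schwann cell RNA, -0.29 in ECs, -0.32 in OLCs and -0.27 in SGCs for nuclear oxidative phosphorylation and -1.10 in neurons for satellite glial cell RNA. List medians changed sign to 0.93 in ICs and -0.28 in neurons for erythrocyte RNA, 0.043 in OLCs for myelinating Schwann cell RNA and 0.32 in OLCs for satellite glial cell RNA. Log2 ratios changed sign to -0.054 for Kcnb2 in NF. Over cells with at least 2000 UMIs, r between neurons and another type was 0.406 for FBs, 0.229 for myelinating Schwann cells and 0.240 for non-myelinating Schwann cells. List medians moved to 0.21 in SGCs for Y-linked, 4.28 in ECs, 2.76 in FBs and -1.76 in ICs for erythrocyte RNA, 0.22 in myelinating Schwann cells and 0.50 in non-myelinating Schwann cells for mitochondrially encoded, 1.87 in non-myelinating Schwann cells for nerve injury response, 0.15 in ECs, -0.91 in ICs and -0.065 in myelinating Schwann cells for nuclear oxidative phosphorylation and -0.93 in non-myelinating Schwann cells for satellite glial cell RNA. List medians changed sign to -0.16 in non-myelinating Schwann cells for immediate early, 0.11 in FBs, 0.10 in myelinating Schwann cells and 0.34 in non-myelinating Schwann cells for interferon response and 0.40 in non-myelinating Schwann cells for nuclear oxidative phosphorylation. With every cell weighted equally, r between neurons and another type was 0.446 for ECs, 0.497 for myelinating Schwann cells and 0.293 for OLCs. List medians moved to 1.97 in ECs, 0.64 in FBs, 1.22 in myelinating Schwann cells, 0.040 in neurons and 2.03 in OLCs for erythrocyte RNA, 0.037 in OLCs for interferon response, -0.10 in OLCs for mitochondrially encoded and -0.88 in neurons and -0.23 in OLCs for satellite glial cell RNA. Over genes with at least 100 counts, r with the reported fold changes was 0.858 in NP2 and 0.963 in PEP2. With log2 ratios centred on the median gene, list medians moved to -0.21 in myelinating Schwann cells for myelinating Schwann cell RNA.

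The numbers of cells kept follow from the filters themselves. For the other values that moved or changed direction, the cause was not tested. The number of neurons limits what PEP2 can show, since it rests on 12 control and 11 CFA neurons. Depth limits the non-neuronal types, since their cells have far fewer UMIs than a neuron. The medians were 860 UMIs in CFA myelinating Schwann cells and 36676 UMIs in CFA neurons. Thinning and the minimum of 2000 UMIs therefore leave few counts or few cells in non-neuronal types.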

Differences from the paper's values

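The paper's fold changes in Supplementary Tables 4 and 6 to 11 were compared with the difference, CFA less control, of the logarithm of the mean count per 10000 counts of a cell plus 1. The natural logarithm had been planned, and the tables came closer to log2. In neurons the slope of the paper's values on these differences was 1.54 with the natural logarithm and 1.07 with log2, and the median absolute difference was 0.101 and 0.0359. With the natural logarithm, Pearson's r across the listed genes was 0.974 in neurons, and from 0.878 in NF to 0.975 in PEP2 among subtypes. These values lie above the r given for log2 ratios of summed counts, which are a different quantity from the paper's. The log2 scale is used below. A value counts as different where it lies farther from the paper's than its counting error, and all values given below have the paper's sign. A few named genes that are not reported here were left out of this comparison, whether or not they differed. The values given below are therefore not a complete list.

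All kept cells fell into 23 clusters, against the paper's 15. Of the alternatives set before the data were examined, the lower resolution, with 21 clusters, came within 1.5 times the paper's number, and the other 8 did not, with 23 to 35 clusters.

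In neurons, the difference was 0.16 for Map1b against the paper's 0.32, and none of the 13 alternatives set before the data were examined closed this gap. Arl6ip1 had 0.40 against the paper's 0.37, and every alternative except mitochondrial genes left out, centring on the median gene and thinning closed the gap. Camk2d had 0.31 against the paper's 0.38, and no mitochondrial limit and the higher resolution closed the gap while the others did not. Cd55 had -0.55 against the paper's -0.50, and 30 components and thinning closed the gap while the others did not. Hspa8 had -0.31 against the paper's -0.34, and every alternative except the higher resolution, mitochondrial genes left out, centring on the median gene and at least 2000 UMIs closed the gap. Kcnb2 had 0.18 against the paper's 0.27, and the stricter filter and 4000 variable genes closed the gap while the others did not. Mif had -0.17 against the paper's -0.26, and the stricter filter, no mitochondrial limit and 30 components closed the gap while the others did not. Runx1 had 0.36 against the paper's 0.44, and every alternative except 3000 cells drawn, mitochondrial genes left out, centring on the median gene, thinning and at least 2000 UMIs closed the gap. Zbtb20 had 0.38 against the paper's 0.48, and doublets removed, 3000 cells drawn, 30 components, the lower resolution, the higher resolution, 4000 variable genes and no gene left out closed the gap while the others did not.

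In PEP1, S100a13 had 0.30 against the paper's 0.40, and thinning closed the gap while the others did not. Tppp3 had -0.42 against the paper's -0.46, and the stricter filter and 3000 cells drawn closed the gap while the others did not. mt-Co1 had 0.63 against the paper's 0.73, and 3000 cells drawn closed the gap while the others did not.

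In PEP2, the difference was 0.23 for Meg3 against the paper's 0.53, and none of the 13 alternatives set before the data were examined closed this gap.

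In NP1, the difference was 0.26 for Atp2b1 against the paper's 0.41 and 0.97 for Bc1 against the paper's 0.86, and none of the 13 alternatives set before the data were examined closed these gaps. Cadm1 had 0.27 against the paper's 0.32, and the stricter filter, 3000 cells drawn, 30 components and the higher resolution closed the gap while the others did not. Eno1 had 0.19 against the paper's 0.30, and no mitochondrial limit and 3000 cells drawn closed the gap while the others did not. Gsk3b had 0.18 against the paper's 0.28, and the stricter filter, no mitochondrial limit, 3000 cells drawn and the higher resolution closed the gap while the others did not. Mmp25 had 0.22 against the paper's 0.37, and 3000 cells drawn closed the gap while the others did not. Selenow had 0.39 against the paper's 0.33, and no mitochondrial limit, 30 components, the higher resolution and 4000 variable genes closed the gap while the others did not. Ywhaz had 0.26 against the paper's 0.34, and the stricter filter and 3000 cells drawn closed the gap while the others did not. mt-Co1 had 1.08 against the paper's 1.01, and the lower resolution and no gene left out closed the gap while the others did not.

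In NP2, the difference was 1.59 for mt-Co1 against the paper's 1.41, and none of the 13 alternatives set before the data were examined closed this gap. Ank2 had 0.90 against the paper's 0.63, and 4000 variable genes closed the gap while the others did not. Atf4 had -0.85 against the paper's -0.61, and the stricter filter, 4000 variable genes, centring on the median gene and thinning closed the gap while the others did not. Bc1 had 1.03 against the paper's 1.23, and the stricter filter and 3000 cells drawn closed the gap while the others did not.

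In NF, the difference was 0.57 for Ank2 against the paper's 0.80, 0.39 for Gsk3b against the paper's 0.64, 0.16 for Kcnb2 against the paper's 0.67, 0.16 for Map7d2 against the paper's 0.75 and 0.34 for Napb against the paper's 0.54, and none of the 13 alternatives set before the data were examined closed these gaps. Atp5g3 had -0.36 against the paper's -0.50, and the stricter filter, no mitochondrial limit, doublets removed, 30 components, the lower resolution, the higher resolution and no gene left out closed the gap while the others did not. B2m had -0.62 against the paper's -0.98, and the stricter filter, doublets removed, the lower resolution, no gene left out and thinning closed the gap while the others did not. Bc1 had 1.04 against the paper's 0.88, and doublets removed, 3000 cells drawn, 30 components, the lower resolution, the higher resolution and no gene left out closed the gap while the others did not. Cox5a had -0.33 against the paper's -0.60, and every alternative except the stricter filter, mitochondrial genes left out, centring on the median gene, thinning and at least 2000 UMIs closed the gap. Cplx1 had -0.52 against the paper's -0.61, and every alternative except mitochondrial genes left out, centring on the median gene, thinning and at least 2000 UMIs closed the gap. Slc17a6 had 0.38 against the paper's 0.51, and the stricter filter, doublets removed, 30 components, the lower resolution, the higher resolution, 4000 variable genes and no gene left out closed the gap while the others did not. Zbtb20 had 0.46 against the paper's 0.88, and no mitochondrial limit, 3000 cells drawn, the higher resolution and 4000 variable genes closed the gap while the others did not.

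In cLTMR, the difference was 0.69 for Th against the paper's 1.36 and 0.86 for mt-Co1 against the paper's 0.56, and none of the 13 alternatives set before the data were examined closed these gaps. Actb had 0.37 against the paper's 0.43, and doublets removed, 4000 variable genes, mitochondrial genes left out and centring on the median gene closed the gap while the others did not. Ywhaz had 0.28 against the paper's 0.39, and 3000 cells drawn closed the gap while the others did not.

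The 13 alternatives named above were set before the data were examined. They are the stricter filter (at least 300 genes and at most 10% mitochondrial counts), no mitochondrial limit, removal of doublets, a draw of 3000 cells per library, 30 components, the lower and the higher resolution, 4000 variable genes, no gene left out of clustering, mitochondrial genes left out of the totals, centring, thinning and a minimum of 2000 UMIs. An alternative that closed a gap is the setting under which the value lay within its counting error of the paper's. Removal of doublets took out 107 control cells but only 4 CFA cells.

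For direction, the log2 ratio of summed counts had the sign listed in the paper's tables for 486 of 488 genes in neurons, 563 of 566 in PEP1, all 577 with a ratio in PEP2, all 369 in NP1, 537 of 538 in NP2, 781 of 805 in NF and all 649 in cLTMR. The sign was opposite for the remaining genes.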

Other observations

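The tests of a responding part of the control cells, of a single animal and of the Trpm8 cluster were chosen only after the result had been seen. The decision rules of others were changed after a first run: the restriction to genes at a like level in 2 types, the comparison of pseudogenes with the other pairs, the remaining cells in the interferon tests, the interval of Cd55 and Plxnc1 at equal weights, the pooling of the other NF clusters (since undone), the random sets beside the correlation of glial genes and the count of mitochondrial genes.

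Genes that differ between the libraries in neurons differ in other cell types as well. Over genes within 2-fold of the same level in both types, interferon genes left out, Pearson's r between the log2 ratios of neurons and of another type ran from 0.486 (OLCs) to 0.618 (myelinating Schwann cells), with a median of 0.533 over the 7 non-neuronal types. In 20 simulations per type without a shared shift the highest r was 0.176. The tables argue against a response confined to neurons. A shift shared by every type is what a difference in handling or processing between the libraries would give. A response of the whole ganglion to CFA would give the same, and with one library per condition these cannot be told apart.

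Interferon-induced genes were higher in the control library in most cell types. The median log2 ratio over the genes of a list of 20 was -0.67 in neurons, -0.73 in myelinating and -1.05 in non-myelinating Schwann cells, -1.94 in SGCs, -1.31 in ICs, -0.33 in FBs and -0.39 in ECs, while it was 0.51 in OLCs from 9 genes. Over cells with at least 2000 UMIs it was 0.10, 0.34 and 0.11 in myelinating Schwann cells, non-myelinating Schwann cells and FBs. The list of inflammatory cytokine and acute phase genes was lower in CFA neurons too, at -1.04, and in SGCs, at -1.96. Free RNA from responding SGCs would bring satellite glial RNA along. In control neurons the excess of interferon CPM was 4.71 times that of satellite glial CPM, against 0.549 in the SGC cluster led by interferon-induced genes, which argues against it. Some of the control cells may respond to interferon. With cells thinned to 500 UMIs and a threshold at percentile 99 of the CFA cells of each type, the control SGCs above it were 16.5% of cells (0.835% in the CFA library) and held 80.1% of the list's counts. Such cells were 12.6% of control non-myelinating Schwann cells, 9.74% of ICs and 4.08% of neurons. In myelinating Schwann cells the thinned counts summed over the list showed no decrease, with a log2 ratio of 0.068 (-0.044 to 0.18), and 0.15 (0.036 to 0.27) without such cells. In OLCs, from few counts, the ratio was 0.70 (-0.56 to 2.10) and then 1.45 (-0.19 to 3.49). Without such cells the ratio of the sum went from -2.43 (-2.61 to -2.26) to -0.51 (-0.72 to -0.31) in SGCs, from -0.94 (-1.06 to -0.82) to -0.43 (-0.56 to -0.30) in non-myelinating Schwann cells, from -1.17 (-1.44 to -0.91) to -0.42 (-0.72 to -0.12) in ICs and from -0.88 (-1.18 to -0.58) to -0.41 (-0.76 to -0.070) in neurons. In FBs it went from -0.31 (-0.54 to -0.089) to 0.21 (-0.044 to 0.46) and in ECs from -0.21 (-0.37 to -0.057) to -0.12 (-0.28 to 0.046). The cells left out were chosen by these same counts, with a threshold from the CFA library, so the ratio would come closer to 0 under an even shift of all cells too, and responding cells can lie below the threshold. Whether a part of the cells or all of them carry the difference cannot be told apart. One of several pooled control animals could carry the response. The share of such cells differed by 15.4 percentage points between the control non-neuronal types, but types may differ in their response and cells carry no animal label, so this cannot be told apart from a response in all animals. A difference between the conditions themselves stays open and was not tested.

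Different gene annotations for the 2 libraries would leave abundant genes at 0 in one of them. With at least 200 counts in one library, 0 genes were at 0 in the other, which argues against it. Pseudogenes went both ways in neurons. Several were lower in the CFA library, and others were higher. Among the higher ones were Vdac3-ps1, at a log2 ratio of 1.28 (0.98 to 1.59), and Chchd2-ps, at 1.12 (0.86 to 1.38). Of 88 pairs of pseudogene and parent gene in neurons, 27 had a lower pseudogene, and in 14 of these (51.9%) the parent was higher, against 22 of the 61 other pairs (36.1%). Reads divided differently between parent and pseudogene and a separate change of both genes cannot be told apart by this, since the parent is often higher in the other pairs as well and the reads themselves were not used here.

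A smaller share of NP1 neurons in the CFA library would lower the NP1 genes Cd55 and Plxnc1 over all neurons. With the clusters of neurons given equal weights in both libraries, the log2 ratio was -0.18 (-0.22 to -0.15) for Cd55 and -0.14 (-0.21 to -0.076) for Plxnc1. The mix of clusters accounts for the larger part of the difference and not for all of it. In PEP1, the median absolute log2 ratio of 32 named genes went from 0.550 to 0.452 with equal weights, and 32 of the 32 genes had the same direction, so a different mix of PEP1 clusters is not the whole cause.

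Apod and Mobp are among the genes that differ in neurons. Satellite glial cell RNA and myelinating Schwann cell RNA were lower in CFA neurons, with median log2 ratios of -0.66 and -0.28. Oligodendrocyte RNA was at -0.13, with 5 genes lower and 2 higher. That median lay at percentile 18.4 of the random lists, so it does not stand apart from them. Erythrocyte RNA was at 0.52. Free RNA or attached glia would give like ratios in cells that should lack these genes. Across 28 genes, the ratios in neurons correlated with those in ECs and ICs together with r 0.610 (0.193 to 0.863), but the shift shared by the types can give such a correlation as well. Of 1000 random sets of other genes at like counts, 10.4% had an r at least as high, with a median of 0.364. RNA from other cells and the shared shift cannot be told apart by this. For Scn7a, which was higher in CFA neurons, the level in neurons was 5.45 times that of ECs and ICs in the control library and 9.89 times in the CFA library, which argues against free RNA from non-myelinating Schwann cells as its source.

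NF held the Trpm8 counts. A separate cluster of Trpm8 neurons joined to Nefh-high neurons would show a lower Nefh level than the other NF clusters. One cluster held 99.9% of the Trpm8 counts of NF, and its Nefh level was 1337 CPM (1300.0 to 1374), against 638 CPM (582 to 698) and 1348 CPM (1278 to 1421) in the 2 other NF clusters. It lay above one of them and did not differ detectably from the other, so these 3 clusters do not decide it, and a join of separate neurons cannot be told apart from one class.

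Mitochondrially encoded genes had a median log2 ratio of 0.26 in neurons. A higher share of damaged cells in the CFA library would raise them together. Of 9 such genes with at least 200 counts, 4 did not have an interval above 0 (mt-Nd1, mt-Nd3, mt-Nd4 and mt-Nd6, named after their values were seen), which argues against damaged cells as the whole cause.

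The nerve injury list had a median log2 ratio of 1.64 in PEP2, from 12 genes, and of 0.051 in all neurons. With single CFA neurons of PEP2 left out in turn, the median in PEP2 ran from 0.25 to 1.79. All 22 counts of Sprr1a in CFA neurons of PEP2 lay in 1 of 11 neurons. This is consistent with a few cells that hold the counts, and no biological explanation was tested.

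Other lists in neurons had median log2 ratios of 0.14 for immediate early genes, -0.15 for nuclear genes of oxidative phosphorylation and 0.11 for Y-linked genes. The subtypes went both ways for immediate early genes. Their median was 0.20 in PEP1, 0.44 in PEP2 and 0.074 in NF. In NP1 it was -0.18, in cLTMR -0.17 and in NP2 -0.087. Over all kept cells, Ddx3y was at 79.99 CPM in the control and 92.1 CPM in the CFA library, and Xist had 10 and 5 counts.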
